# Elevated Hedgehog activity contributes to attenuated DNA damage responses in aged hematopoietic cells

**DOI:** 10.1038/s41375-019-0641-3

**Published:** 2019-11-14

**Authors:** Annika Scheffold, Ali H. Baig, Zhiyang Chen, Sarah E. von Löhneysen, Friedrich Becker, Yohei Morita, Alush I. Avila, Marco Groth, André Lechel, Florian Schmid, Johann M. Kraus, Hans A. Kestler, Stephan Stilgenbauer, Melanie Philipp, Martin D. Burkhalter

**Keywords:** Haematopoietic stem cells, Cell signalling

## Abstract

Accumulation of DNA damage and myeloid-skewed differentiation characterize aging of the hematopoietic system, yet underlying mechanisms remain incompletely understood. Here, we show that aging hematopoietic progenitor cells particularly of the myeloid branch exhibit enhanced resistance to bulky DNA lesions—a relevant type of DNA damage induced by toxins such as cancer drugs or endogenous aldehydes. We identified aging-associated activation of the Hedgehog (Hh) pathway to be connected to this phenotype. Inhibition of Hh signaling reverts DNA damage tolerance and DNA damage-resistant proliferation in aged hematopoietic progenitors. Vice versa, elevating Hh activity in young hematopoietic progenitors is sufficient to impair DNA damage responses. Altogether, these findings provide experimental evidence for aging-associated increases in Hh activity driving DNA damage tolerance in myeloid progenitors and myeloid-skewed differentiation. Modulation of Hh activity could thus be explored as a therapeutic strategy to prevent DNA damage tolerance, myeloid skewing, and disease development in the aging hematopoietic system.

## Introduction

Given the pivotal role of stem cells in tissue maintenance and cancer formation, the protection of stem cells from DNA damage appears to be of utmost importance for the evolution of long-lived vertebrate species. One measure of stem cell protection from environmental factors inducing DNA damage certainly is the sheltering in niches [1]. Keeping stem cells in a quiescent state with a slow cell cycle profile and markedly reduced metabolic activity further evolved as a protective mechanism against accumulation of DNA damage (reviewed in ref. [2]). The hematopoietic system is particularly sensitive to defects in molecular pathways governing DNA repair and genomic stability, which is reflected in premature exhaustion of hematopoietic stem cells (HSCs) upon failure of genome integrity maintenance systems [3–6]. This is also illustrated by an accumulation of markers for DNA damage in HSCs of normally aging, repair-proficient mice and men [5, 7], although the nature of the origin for this accumulation is under debate and may involve defects in resolving the persistence of phosphorylated DNA damage response factors [8].

Aging-associated accumulation of DNA breaks in hematopoietic stem cells (HSCs) as well as progenitor cells may contribute to the emergence of mutant, clonal hematopoiesis of indeterminate potential (CHIP) [9]. CHIP can be detected in peripheral blood of up to 50% of elderly humans associating with evolution of hematologic disorders and increases in mortality [10–13]. In addition, DNA damage aggravates skewed differentiation in the aging hematopoietic system towards a decrease in lymphopoiesis and an increase in myelopoiesis associating with drifts in the HSC pool harboring an increasing percentage of myeloid-biased vs. lymphoid-biased HSCs [14–17].

Mechanistically, the causes for increases in DNA damage in aging HCSs and progenitors remain incompletely understood, but could be explained by defects in checkpoint responses. Recently, it has been shown that activation of ATM and apoptosis-priming is reduced in aged HSCs in the context of different types of DNA damage, especially DNA double-strand breaks (DSBs) [18]. These deficiencies affect both myeloid- and lymphoid-biased HSCs, yet do not lead to impairments in DNA repair kinetics of DSBs [18]. Checkpoints that specifically respond to DNA damage in lymphoid-biased HSCs have been identified and include activation of the regulator of circadian gene expression, Per2, and the differentiation inducing transcription factor, Batf [19, 20]. Whether there are aging-associated alterations that affect DNA damage responses (DDRs) specifically in myeloid-biased HSCs and myeloid progenitors is currently unknown. Such alterations could influence the evolution of myeloid-skewed differentiation and mutation selection in aging HSCs and progenitors leading to CHIP.

Here, we show that aging renders murine hematopoietic progenitors more resistant to DNA damage, in particular bulky DNA adducts. Transcriptome analysis revealed upregulation of *Evc* and *Evc2* specifically in myeloid progenitors and myeloid-biased HSCs, what coincided with elevated Hedgehog (Hh) signaling activity in such cells. Manipulation of Hh signaling activity using pharmacological as well as short-hairpin RNA (shRNA)-based approaches showed that Hh signaling by itself is sufficient to drive DNA damage-resistant proliferation of progenitors from young mice, whereas Hh inhibition restores DDRs and abrogates elevated rates of DNA damage-resistant proliferation of hematopoietic progenitors from old mice. Altogether, these data suggest that age-related elevation of Hh activity and DNA damage-resistant proliferation of myeloid-progenitor cells contributes to the development of myeloid-skewed hematopoiesis in aged mice.

## Materials and methods

The goal of this study was to analyze the intrinsic capability of aged hematopoietic cells to cope with bulky DNA lesions. We therefore freshly extracted and isolated different types of hematopoietic cells from C57Bl/6J wild-type mice of different age and both sexes. Young mice had an age of 12–14 weeks, while aged mice were at least 22 months old. The freshly isolated cells were then subjected to different treatments to induce bulky DNA lesions. Different experimental approaches were then applied such as colony formation assays, Western blotting, or analysis of DNA repair activities to obtain insight how treated cells react to bulky DNA lesions. Please find detailed information about experimental procedures in the supplement.

## Results

### Aging hematopoietic cells show higher tolerance for bulky DNA adducts

Defects in nucleotide excision repair (NER) have been shown to induce HSC failure and segmental progeria of the hematopoietic system [4, 5]. Moreover, maintenance of HSCs highly depends on the expression of Aldh2, which prevents endogenous aldehydes to induce DNA lesions. These are typically repaired by NER and the combined inactivation of NER and aldehyde defense leads to premature bone marrow failure [21]. Despite the importance of NER for the maintenance of the hematopoietic system, knowledge about changes in the functionality of this system in the context of natural aging is still lacking. We therefore decided to challenge NER in hematopoietic progenitor cells (lineage marker-negative bone marrow cells; Lin- cells) from young and old mice by induction of bulky adducts, which represent the specific substrate for NER (reviewed in ref. [22]). Such bulky DNA lesions can be formed by diverse mechanisms and agents. Ultraviolet (UV) irradiation is the best characterized inducer of bulky lesions in the lab or exposed tissues, however, cisplatin and its derivatives, polycyclic aromatic hydrocarbons, or endogenous aldehydes can be sources of this class of damage, too, which even reach sheltered stem cells (reviewed in ref. [22]). Importantly, NER recognizes damage based on distortion of the DNA helix and stalling of RNA polymerases, regardless of the actual chemical property of the lesion [23–26]. We chose UVC (254 nm) irradiation for induction of lesions due to its ease of handling and reproducibility.

We exposed Lin- cells from young and old mice to a low dose of UVC (7.5 J/m^2^) and compared their ability to form colonies to control-treated cells. Irradiation suppressed colony formation of Lin- cells from both young and old mice compared to mock-treated cells (Fig. 1a, a’). However, the level of suppression of the colony forming capacity was reduced for Lin- from old mice compared to young mice (Fig. 1a”). Repeating this analysis with highly purified long-term (LT) HSCs (CD34^−^, Lin-, Sca-1^+^, c-Kit^+^ (CD34^-^ LSK); for gating strategy see Supplemental Fig. 1) from young and old mice confirmed this result. When exposed to UV-induced DNA damage vs. mock treatment, HSCs from old mice showed a reduced suppression of the colony forming capacity compared to HSCs from young mice (Fig. 1b, b”).

**Fig. 1:**
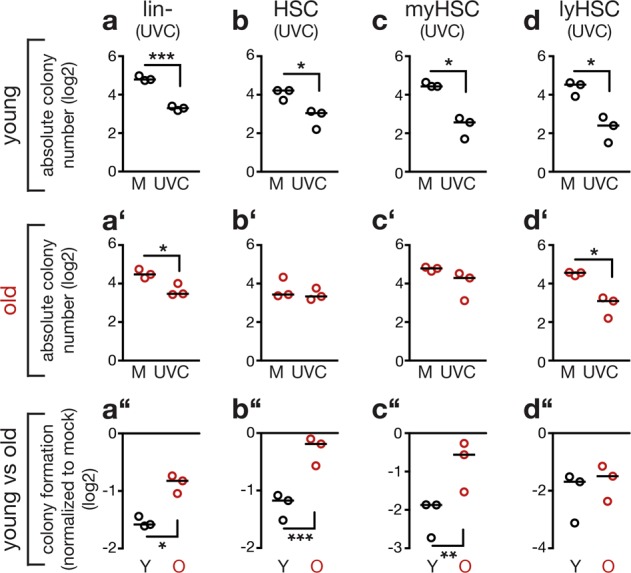
Aging alleviates suppression of colony formation of hematopoietic stem and progenitor cells in response to bulky DNA adduct induction. The scatter plots depict the capacity of the indicated types of hematopoietic stem and progenitor cells from young and old mice to form colonies in response to UVC. All cells were freshly isolated, left untreated or irradiated with 7.5 J/m^2^ UVC and growth of colonies was assessed 10 to 14 days later. Shown are **(a** to **d’)** absolute numbers of formed colonies as well as the **(a”** to **d”**) comparison of colony number between control and treated cells isolated from individual mice. Individual data points represent results obtained with cells isolated from individual mice (biological replicates). Data were log-transformed to obtain normal distribution. Black lines: median. Two-tailed unpaired Welch’s *t-*test (**a** to **d’**) and two-tailed paired *t*-test (**a”** to **d”**). **a**, **a’**, **a”** Lineage-negative (Lin-) cells from three young and three old mice; *p* = 0.0001 (**a**); *p* = 0.0229 (**a’**); *p* = 0.0112 (**a”**). **b**, **b’**, **b”** Long-term (LT) HSCs from three young and three old mice; *p* = 0.0322 (**b**); *p* = 0.0002 (**b”**). **c**, **c’**, **c”** Myeloid (my)-biased HSCs from three young and three old mice; *p* = 0.0185 (**c**); *p* = 0.0077 (**c”**). **d**, **d’**, **d”** Lymphoid (ly)-biased HSCs from three young and three old mice; *p* = 0.0162 (**d**); *p* = 0.0336 (**d’**)

During aging, hematopoiesis is skewed towards the myeloid lineage due to increases in myelopoiesis resulting in relative reduction of lymphopoiesis [16, 27]. This phenotype coincides with a dominance of myeloid-biased HSCs, preferentially reconstituting the myeloid lineage as opposed to lymphoid-biased HSCs, which preferentially give rise to the lymphoid lineage. High- and low-expression levels of the surface marker CD150 have previously been used to discriminate between myeloid- and lymphoid-biased HSCs [14, 17]. To test whether aging-induced UV resistance affects the entire HSC pool, we therefore assessed the colony forming capacity of myeloid-biased HSCs (CD150^hi^ CD34^-^ LSK; Fig. 1c, c”) and lymphoid-biased HSCs (CD150^low^ CD34^-^ LSK; Fig. 1d, d”) after UV treatment. Only myeloid-biased HSCs exhibited an aging-associated resistance to UV-induced suppression of colony formation (Fig. 1c”). We observed a similar result, when we used carboplatin, a clinically relevant drug, to induce bulky adducts (Supplemental Fig. 2). These data indicate that myeloid-biased HSCs gain resistance to bulky DNA damage during aging.

### DNA damage checkpoint function is attenuated in aged hematopoietic cells

To analyze whether aging changes DDRs to bulky DNA lesions, we determined levels of activated Chk1 and p53 (phosphorylated at serine 345 and serine 15, respectively) in UV-irradiated Lin- cells from young and old mice (Fig. 2a, b and Supplemental Fig. 3). This analysis revealed a reduced activation in old cells of both Chk1 and p53, respectively. Furthermore, induction of apoptosis as estimated by levels of cleaved caspase 3 was attenuated in Lin- cells from old mice (Fig. 2a, b). Similarly, messenger RNA (mRNA) induction of the p53 target gene, *Cdkn1a* (*p21*), was reduced in UV-irradiated Lin- cells from old compared to young mice (Fig. 2c). The analysis of UVC-dependent *p21* mRNA induction in highly purified subpopulations of HSCs revealed that especially myeloid-biased HSCs show an age-related decrease of *p21* induction while lymphoid-biased HSCs seem unaffected (Fig. 2c). Altogether, these data suggest that aging impairs checkpoint responses to bulky DNA lesions in myeloid-biased HSCs and myeloid progenitors. This failure in checkpoint activation correlated with increases in the percentage of Lin- cells entering G2/M stages of the cell cycle in UV-irradiated cells from old mice compared to cells from young mice (Fig. 2d and Supplemental Fig. 4). Measurement of UV-induced DNA lesions at different time points after irradiation revealed longer persistence of DNA damage in Lin- cells from old compared to young mice (Fig. 2e and Supplemental Fig. 3). This indicates  that DNA repair was delayed and the cells from old mice continued genome duplication despite the presence of damaged DNA.

**Fig. 2:**
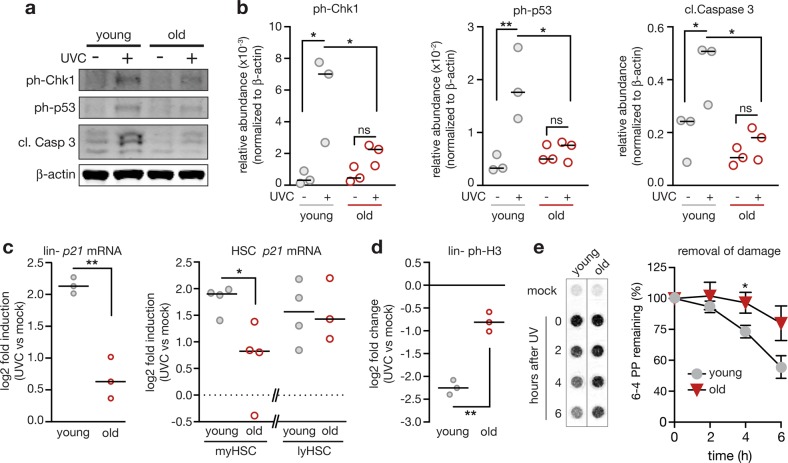
Hematopoietic stem and progenitor cells from aged mice exhibit intrinsic impairments in DNA damage responses (DDRs), delayed DNA repair, and DNA damage-resistant cell cycle activity. **a–c** Checkpoint responses were analyzed in lineage-negative (Lin-) cells and HSCs from young and old mice. Cells were freshly isolated and immediately irradiated with 10 J/m^2^ UVC ( + UVC) or left untreated (-UVC) and lysed 5 h later. **a**, **b** Western blot analysis revealed reduced activation of Chk1 (phosphorylation at serine 345) and p53 (phosphorylation at serine 15) as well as attenuated cleavage of caspase 3. Cells of individual mice (three young and old) were lysed and analyzed separately on the same membrane. **a** Representative western blot. Scans of whole membranes are shown in Supplemental Fig. 3. All antigens were detected on one membrane from the identical transfer. **b** Signals were quantified after normalization to β-actin. Two-way ANOVA with Holm-Sidak correction. Young mock vs. UVC *p* = 0.0111 (ph-Chk1), *p* = 0.0076 (ph-p53), *p* = 0.0236 (cl. Casp. 3); UVC young vs old *p* = 0.0470 (ph-Chk1), *p* = 0.0164 (ph-p53), *p* = 0.0169 (cl. Casp. 3).  Bar indicates the median. **c** The histograms show the qPCR analysis of *p21* mRNA levels normalized to *Hmbs* (Lin- cells) or *Polr2a* (HSCs) in freshly isolated Lin- cells (*n* = 3), myeloid-biased HSCs (*n* = 4) and lymphoid-biased HSCs (*n* = 4 and 3) from aged mice compared to young control mice. Lysates of cells from individual mice were analyzed separately and are depicted as data points (circles). Fold induction levels of *p21* mRNA were calculated by comparing irradiated vs. mock-treated cells from the same mouse. Black bars represent median. Data was log transformed. Two-tailed Welch’s test: Lin- cells: *p* = 0.0087; myHSCs: *p* = 0.0486. **d** Freshly isolated Lin- cells were left untreated or irradiated with 10 J/m^2^ UVC, fixed 5 h later, and probed for levels of phospho-Histone H3 (ph-H3) as measure for mitotic cells. Cells of individual mice were analyzed separately. Three mice per age group were analyzed. Circles reflect data obtained from individual mice. Fold changes of ph-H3 levels were calculated by comparing levels of irradiated with mock-treated cells that were isolated from the same mouse. To obtain normal distribution, data was log transformed. Two-tailed Welch’s test: *p* = 0.001. Bar indicates the median **e** Bulky DNA adducts, specifically 6–4 photoproducts (6–4 PP), were measured at indicated time points after UV-irradiation (20 J/m^2^ UVC) or control treatment. Freshly isolated, Lin- cells from 2-month or 24-month-old mice were employed (*n* = 4 mice per group); two-tailed, Welch’s *t-*test, young vs. old, 4 h *p* = 0.0460, 6 h *p* = 0.0513. The depicted signal intensities are derived from the same membrane (Supplemental Fig. 3). Mean ± SEM

### Elevated expression of the Evc complex in aged common myeloid-progenitor cells

We next wished to identify candidate pathways causing aging-related impairments of UV-induced DDRs in myeloid-progenitor cells. In order to obtain sufficient material for an analysis, we turned to common myeloid-progenitor cells (CMPs; Lin-, cKit^+^, Sca-1^−^, CD34^+^, FcγR^low^) and determined the transcriptome of CMPs extracted from young and old mice (Supplemental Fig. 5a; data deposited in Gene Expression Omnibus (GSE74093)). 

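The RNA of CMPs, progenitors in the bone marrow that give rise to the myeloid lineages, was labelled with 1 dye and hybridized to Agilent mouse arrays, 1 array per sample. The analysis covered 4 arrays of young and 4 arrays of old mice. The paper gives 3 mice per age and its text does not say which arrays these were, so all 8 arrays were used. The legend of Supplemental Fig. 5a gives an age of 3 months for the young and 22 months for the old mice, whereas the sample labels give 2 to 3 and 22 to 24 months and the series description gives 3 to 4 and 22 to 26 months. The authors deposited the scanner's output for each array, which holds a background-corrected intensity for each of 62976 spots. Of these, 59305 spots were not controls and made up 55681 probes. The 75th percentile of the intensity lay between 352 and 565 in young mice, with a median of 465, and between 290 and 518 in old mice, with a median of 389. Between 55.6% and 63.2% of the probes were well above background on the arrays of young mice and between 57.3% and 60.6% on the arrays of old mice, and no spot was saturated. The arrays lay on 2 slides, each with 2 arrays of either age, and each slide was scanned in 1 session. From the deposited intensities, log2 values were taken and each array's 75th percentile was subtracted. Spots that the scanner software marked as outliers were left out, and the spots of a probe were averaged. Young and old mice were compared with limma over the 33476 probes that were well above background on at least 4 of the 8 arrays. A gene was counted as changed if a probe of it had a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold. The numbers of called genes moved most with the test, its correction for multiple testing, array weights, the replicate block and the use of 3 arrays per age, and also moved with the filter on dim probes and the background correction, and the number of arrays limits the precision.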

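Among the 23155 gene names tested, 48 (53 probes) were higher and 10 (11 probes) were lower in old than in young CMPs. The alternative that moved these numbers most was limma without adjustment for multiple testing, which gave 779 genes higher and 631 lower. The young and old arrays overlapped at none of the 64 called probes. Over all tested probes they did not overlap for 4.43%, where chance gives 2.86%. Evc was detected by the probe A_52_P476431, which lies on the minus strand of chromosome 5 from 37690559 to 37690618 in the mouse genome build mm9. Its log2 signal relative to the array's 75th percentile was -7.00 ± 0.38 (SD, n = 4) in young and -2.14 ± 0.50 (SD, n = 4) in old mice, a log2 fold change of 4.86 (standard error 0.29, adjusted p = 0.000174 from limma). The single values were -6.77, -7.53, -6.68 and -7.01 in young replicates 3 to 6 and -1.52, -2.66, -2.39 and -1.98 in old replicates 2 to 5. Because no young array was well above background at this probe, the rise has only a lower bound, and Evc was at least 7.00-fold higher in old CMPs when each young array was set to the lowest signal well above background on that array, a bound that was 2.59-fold with normexp background correction. The other Evc probes, from 37680729 to 37680788 and from 37705605 to 37705664, were not well above background on any of the 8 arrays. Evc2 was detected by the probe A_52_P441974, which lies on the plus strand of chromosome 5 from 37816219 to 37816278. Its log2 signal was -4.47 ± 0.49 (SD, n = 4) in young and -0.52 ± 0.37 (SD, n = 4) in old mice, a log2 fold change of 3.94 (standard error 0.28, adjusted p = 0.000599 from limma) or 15.4-fold. The young replicates 3 to 6 had values of -3.92, -4.62, -5.06 and -4.27, of which 3 were well above background, and the old replicates 2 to 5 had values of -0.86, -0.62, -0.60 and -0.0029. A further Evc2 probe, from 37774357 to 37774416, was not well above background on any array. Every old array lay above every young array for both genes (exact permutation test, two-sided p = 0.0286, the smallest that 4 arrays against 4 allow). On slide 1 and slide 2 the log2 fold change was 5.20 and 4.53 for Evc and 3.54 and 4.35 for Evc2, and with the slide as a block the adjusted p from limma was 0.00074 for Evc and 0.00179 for Evc2. The paper names a test for 2 unpaired groups in general, called the methods' t-test here, but does not name the test used on the arrays. After Benjamini-Hochberg adjustment, the methods' t-test gave 0.0675 for Evc and 0.0906 for Evc2 and called no gene, while at the unadjusted level it called 591 genes higher and 359 lower. With normexp background correction in place of the scanner's, the log2 fold change of Evc fell to 1.53 and that of Evc2 to 2.29. By fitted fold change Evc took rank 2 and Evc2 rank 6 of the 48 genes. The genes of ranks 2, 3, 4, 7 and 9, Evc among them, have only a lower bound, so their order is not measured. Among the genes that at least 1 young array measured, Evc2 was the third after Plscr2 and Sprr2a2.

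**Figure D1:**
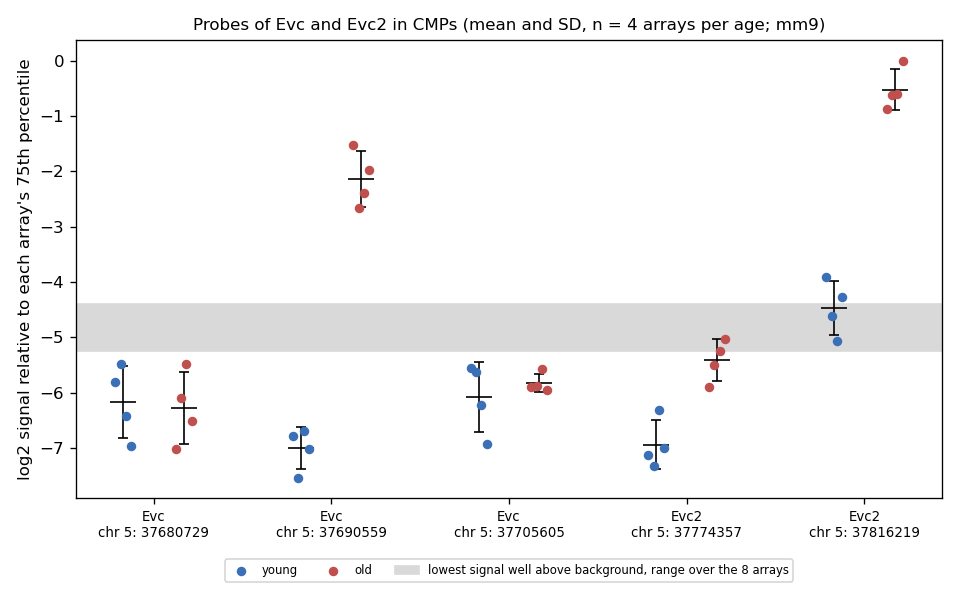
Log2 signal of the 3 probes of Evc and the 2 probes of Evc2 in CMPs, by the start of each probe on chromosome 5 (mm9), relative to the 75th percentile of the array. Points are single arrays of young and old mice, bars are the mean and SD of 4 arrays, and the grey band spans the lowest signal well above background over the 8 arrays. At the Evc probe that starts at 37690559, the young arrays lie between -7.53 and -6.68, below the band, and the old arrays lie between -2.66 and -1.52.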

Strikingly, the genes showing second and sixth highest age-associated upregulation (of 654 at least 1.5-fold significantly upregulated genes) encode proteins that together form a heterodimeric complex, *Ellis van Crefeld gene syndrom* (*Evc*) and *Ellis van Crefeld gene syndrom 2 (Evc2)* (Supplemental Fig. 5a). The complex of the Evc and Evc2 proteins positively regulates activity of the Hedgehog (Hh) signaling pathway and mutations in either factor triggers phenotypes that typically are observed in patients showing aberrant Hh signaling capacity [28, 29]. The complex ensures trafficking of *smoothend* (SMO), the central activating component of the Hh pathway to the correct cellular localization [28, 29]. Quantitative PCR (qPCR) analysis also showed an upregulation of *Evc* and *Evc2* in freshly isolated Lin- cells from old vs young mice (Supplemental Fig. 5b, c). The analysis of CMPs and common lymphoid progenitors (CLPs; Lin-, Sca-1^low^, cKit^low^, Flt3^+^, IL-7R^+^) revealed that the age-related increase in the expression of these genes was predominantly observed in CMPs (Supplemental Fig. 5d–g). Furthermore, immunofluorescence staining of Evc2 protein on freshly isolated myeloid- and lymphoid-biased HSCs revealed an age-related increase of expression in myeloid-biased HSCs, but not in lymphoid-biased HSCs (Supplemental Fig. 5h, i). Altogether, *Evc*/*Evc2* expression is upregulated in the myeloid branch of the aging hematopoietic system.

### Altered epigenetic control causes elevated expression of the Evc complex

Since there is increasing evidence that aging-associated alterations in the epigenome contribute to increases in self-renewal of HSCs during aging [30, 31], it was conceivable that epigenetic modifications may contribute to the activation of *Evc*/*Evc2* expression in aged hematopoietic progenitors. Expression of *Evc* and *Evc2* is controlled by a short conserved region (1.6 kb in mice) containing the promoters of both genes (Supplemental Fig. 6a). Histone modifications in this circumscribed region enhance expression of both genes in various types of human leukemia [32]. Chromatin-immunoprecipitation (ChIP) on Lin- cells revealed an aging-associated reduction in repressive marks (H3K27-trimethylation), while activating H3K4-trimethylation marks were unchanged (Supplemental Fig. 6b). Bisulfite sequencing analysis on LSK cells (Lin-, Sca-1^+^, c-Kit^+^) revealed a simultaneous decrease of methylated CpGs in both promoters (Supplemental Fig. 6c, d). Altogether, these data suggest that the loss of epigenetic silencing marks contributes to the aging-associated induction of the expression of *Evc* and *Evc2* in hematopoietic progenitors.

### Age-related induction of Hh signaling activity mainly occurs is myeloid-progenitor cells

The Evc complex confers Hh signaling [28, 29], suggesting that Hh signaling activity could be increased in aged myeloid-biased HSCs and myeloid progenitors. Indeed, bioinformatics re-sampling analysis of the CMP transcriptome data (Supplemental Fig. 5a) revealed enrichment in Hh pathway components and target genes among the genes showing aging-induced changes (Supplemental Fig. 7a). Additionally, an analysis of published data sets on the transcriptome of HSCs from young vs. old mice [8, 27, 33–35] revealed evidence for a higher number of upregulated than downregulated genes in the Hh pathway in 4 of the 5 data sets (Supplemental Figs. 7b and 8). Moreover, the analysis of mRNA expression levels of exemplary Hh-target genes such as *Ptch1* [36], *Mycn* [37], and *Bcl2* [38] by qPCR analysis suggests upregulated Hh activity in aged Lin- cells and CMPs, whereas CLPs showed a tendency to the opposite (Supplemental Fig. 9). 

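The Hh gene list of the paper was not used here. A list of 72 Hh pathway components and target genes, written before the data were examined, took its place. The statistic was that of the paper's methods, the mean over the list of the absolute Pearson correlation between a gene's values on the 8 arrays and the age of the mice. Each gene was represented by its probe with the highest mean, with no filter on dim probes. The statistic was 0.332 for the list. For 100000 random lists of the same size, drawn from 34759 genes, its mean was 0.297 and its 95% quantile 0.339 (permutation test by gene sampling, one-sided p = 0.0883). The correlation was above 0 for 41 genes of the list and below 0 for 31. When the arrays rather than the genes were regrouped, 15 of the 35 splits into 4 and 4 arrays gave a statistic at least as large (exact permutation p = 0.429). Without Evc and Evc2, which the study picked from these arrays, the statistic was 0.313 (permutation p = 0.265). Leaving out young replicate 3 raised it to 0.368 (permutation p = 0.0303), and this was the only array whose omission changed the side of the 5% level. Because the Evc complex confers Hh signaling, the paper proposes that Hh activity could be increased in aged myeloid progenitors, and from its own resampling of these arrays it concludes that Hh components and target genes are enriched among the genes that change with age.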

To test whether aging-associated Hh activation occurred in subsets of the HSC pool, we analyzed expression of the same Hh-target genes in myeloid- and lymphoid-biased HSCs (Fig. 3). In cells from young mice target genes were similarly expressed in myeloid- and lymphoid-biased HSCs (gray symbols in Fig. 3). However, Hh-target gene expression was imbalanced in cells from aged mice showing increases in myeloid-biased HSCs compared to lymphoid-biased HSCs (red symbols in Fig. 3). We then compared age-related changes of expression via exhaustive pairwise combination specifically in myeloid- or lymphoid-biased HSCs, respectively [39, 40]. This analysis suggests elevated (*Ptch1* and *Mycn*) or maintained (*Bcl2*) Hh-target gene expression in myeloid-biased HSCs, while expression of these genes was rather reduced in aging lymphoid-biased HSCs (Fig. 3). Altogether, these data suggest that an induction of Hh signaling activity predominantly affects myeloid-biased HSCs and progenitor cells of the myeloid branch of aging mice.

**Fig. 3:**
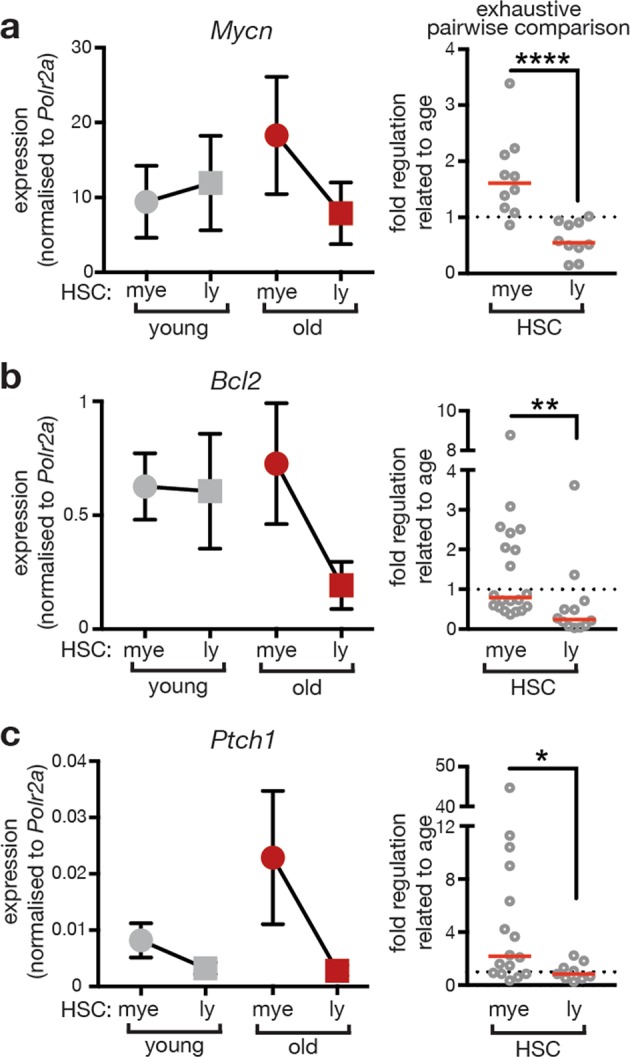
Aging associates with increased expression of Hh-target genes predominantly in myeloid-biased HSCs. Expression levels of Hedgehog target genes *Mycn* (**a**), *Bcl2* (**b**), and *Ptch1* (**c**) were analyzed in myeloid- (mye) and lymphoid- (ly) biased HSCs and normalized to *Polr2a* expression. Left side: Expression levels observed in cells from young and old mice are represented in gray and red, respectively. Lines connect levels determined in young and old mice, respectively. Right side: Exhaustive pairwise comparison was applied to assess aging-related expression changes in myeloid- and lymphoid-biased HSCs. All possible ratios between levels observed in individual old and young mice were calculated and indicated by circles. Mann–Whitney test was used for statistical analysis. Numbers indicate number of mice per age group (young/old): **a** young *n* = 4/4, old *n* = 5/5, *p* < 0.0001 **b** young *n* = 4/3, old *n* = 5/4, *p* = 0.0036 **c** young *n* = 4/3, old *n* = 4/3, *p* = 0.0196. Cells of individual mice were analyzed in technical duplicates or triplicates. Mean ± SEM of biological replicates is represented in graphs on the left. Red line indicates median in graphs on the right. Note that the expression of Hh-target genes increases (*Mycn* and *Ptch1*) or stays stable (*Bcl2*) in myeloid-biased HSCs but declines in lymphoid-biased HSCs during aging

### Manipulation of Hh signaling activity is sufficient to alter the response to bulky DNA lesions

It has previously been shown that Hh pathway activity has the potential to overrule DNA damage checkpoints in cancerous and non-transformed cells [41–45]. We therefore asked whether altered Hh signaling activity contributes to a dysfunction of UV-induced DDRs in hematopoietic progenitor cells. We applied an shRNA-based approach on LSK cells from young and old mice to manipulate Hh pathway activity. Freshly isolated LSK cells from young mice were transduced with lentiviral particles conferring shRNAs targeting *Ptch1*— the central negative regulator of Hh signaling (reviewed in ref. [36]) (Supplemental Fig. 10). Two different shRNAs induced a knockdown of *Ptch1* expression resulting in enhanced Hh activity compared to controls. Of note, instructed enhancement of Hh activity in LSK cells from young mice blunted the activation of p53-dependent DNA damage checkpoints. This furthermore promoted DNA damage-resistant colony formation after induction of bulky DNA lesions via UV-irradiation and aldehyde treatment (Supplemental Fig. 10).

To test whether reduction of Hh signaling activity would revert aging-associated resistance to bulky adducts of LSK cells from old mice, freshly isolated LSK cells from aged mice were targeted with two different shRNAs against *Smo*, the main signal transducing molecule of the Hh pathway (reviewed in ref. [36]). Both shRNAs reduced the expression of Smo, leading to attenuated Hh signaling activity in LSK cells compared to cells transduced with a control shRNA (Supplemental Fig. 10). Instructed reduction of Hh signaling activity was sufficient to partly restore the UV-dependent induction of p53 checkpoint responses and to reinforce the suppression of colony formation of LSK cells from old mice exposed to UV or aldehydes (Supplemental Fig. 10).

Hence, we hypothesized that manipulation of Hh signaling potentially alters DDRs in HSCs in a similar fashion. Therefore, we promoted Hh pathway activity by knock down of Ptch1 in freshly isolated HSCs (CD34- LSK) from young adult mice followed by induction of bulky DNA adducts via UVC irradiation. Interestingly, HSCs carrying the shRNA against Ptch1 showed a reduced induction of p21 in response to UV-irradiation compared to non-infected cells from the same culture dish (Fig. 4a).

**Fig. 4:**
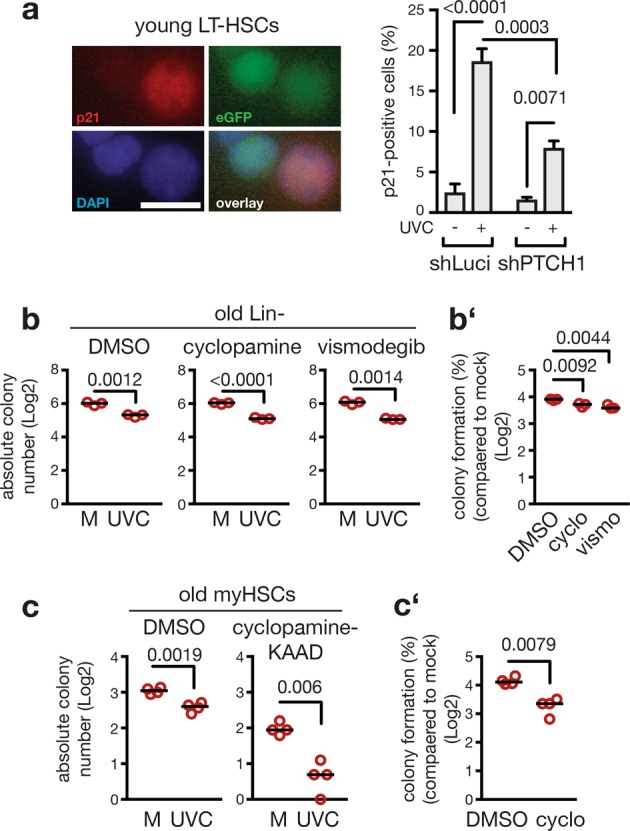
Treatment with Hh inhibitors restores colony formation of aged hematopoietic cells exposed to bulky DNA damage induction. **a** Hh signaling activity in freshly isolated LT-HSCs from young mice was induced via lentiviral transfection of an shRNA against *Ptch1* (shPTCH1) or a control shRNA (shLuci). p21 induction was measured by immunofluorescence 5 h after UV-irradiation (10 J/m^2^) or in non-irradiated controls. eGPF expression marked transfected cells. **a** Representative photographs; the scale bar represents 1 µm. The percentage of p21-positivity in transfected cells was calculated by comparison to the Dapi signal. Two-way ANOVA with Holm-Sidak correction. *n* = 3 mice per group, *n* = 636/623/726/799 nuclei per group; Shown is the mean and SEM; *p* values are indicated. **b**, **b'** Freshly isolated lin- cells from three old mice were treated during 24 h with vehicle (DMSO), cyclopamine (2.5 µM), or vismodegib (5 µM) to inhibit Hh signaling activity. After UVC irradiation (7.5 J/m^2^), cells were plated in methylcellulose in presence of vehicle or inhibitors and colony formation observed 7 days later. Shown are absolute numbers of formed colonies (**b**) as well as the comparison of colony number between control (M) and treated (UVC) cells harvested from individual mice (**b'**). Individual data points represent results obtained with cells harvested from individual mice and thus reflect biological replicates; *n* = 3 mice per group. Two-tailed Welch’s *t*-test (**b**) and one-way ANOVA with Holm-Sidak correction (**b'**) were applied. **c, c'** Freshly isolated myeloid-biased HSCs from four old mice were treated during 24 h with vehicle (DMSO) or cyclopamine-KAAD (2.5 µM), a potent derivative of cyclopamine. After UVC irradiation (7.5 J/m^2^), cyclopamine-KAAD was washed out and colony formation observed 10 days later. Shown are absolute numbers of formed colonies (**c**) as well as the comparison of colony number between control and treated cells harvested from individual mice (**c'**). Individual data points represent results obtained with cells harvested from individual mice and thus reflect biological replicates; *n* = 4 mice per group. **b** to **c’** Data were log transformed. Black lines indicate median; *p* values are indicated in figure

### Small-molecule Hh inhibitors rescue sensitivity of aged hematopoietic cells to bulky DNA adducts

From our results so far we concluded that Lin- cells from aged mice are deficient in DNA damage checkpoint induction, which entails uncontrolled colony formation in response to bulky DNA lesion induction (Figs. 1 and 2). To test whether this effect is due to aging-associated elevation of Hh activity, we pharmacologically inhibited Hh signaling activity in Lin- cells from old mice through administration of cyclopamine or vismodegib, or applied only the vehicle (DMSO). We then analyzed the colony formation capacity after induction of bulky lesions of such treated cells (Fig. 4b). UVC irradiation always caused a reduced number of colonies. However, normalization to the respective mock-treated cells (M) revealed that aberrant colony formation in the presence of DNA lesions was significantly reduced when the Hh pathway was blocked (Fig. 4b’). To test whether this is also the case for myeloid-biased HCSs from old mice, we pretreated such cells with cyclopamine-KAAD, a potent derivate of cyclopamine and assessed the colony formation capacity after induction of bulky lesions. Treatment with the potent cyclopamine-KAAD by itself reduced colony formation compared to control (DMSO) treated cultures (Fig. 4c). This suggests that upregulation of the pro-proliferative Hh pathway helps aged myeloid-biased HSCs to form colonies in culture. However, correction for this effect by normalization to the non-irradiated control (M) revealed that pharmacological inhibition of Hh activity reduced the ability of aged myeloid-biased HSCs to form colonies upon UV-irradiation (Fig. 4c’). Taken together, these data indicate that attenuation of pathologically elevated Hh activity in old myeloid-biased HSCs and myeloid progenitors at least partially restores adequate responses to bulky DNA lesions.

## Discussion

Here, we report that aging triggers elevated Hh signaling activity in the hematopoietic system, particularly in myeloid-biased HSCs and myeloid progenitors. Functionally, this suppresses adequate DDRs after induction of bulky DNA adducts and promotes DNA-damage-resistant proliferation, leading to increased colony formation of cells of the myeloid branch.

Hh signaling is well known for its roles in embryonic development and carcinogenesis (reviewed in ref. [36]). Basal cell carcinoma is a classic example of a cancer type that is caused by elevated Hh signaling activity [46] and Hh inhibition is an accepted strategy to treat this type of cancer [47]. Although Hh signaling was reported to be dispensable for normal hematopoiesis in the young organism [48, 49], overactivation of Hh signaling accelerates regeneration of the hematopoietic system in an experimental transplantation setting [50]. Hematologic disorders are further connected to aberrant Hh signaling activity. In this case, maintenance of leukemic stem cells depends on the Hh pathway [51–55]. Here, we find Hh signaling activity mainly to be elevated in aged myeloid-biased HSCs and myeloid progenitors. We hence conclude that predominantly this branch benefits from the pro-proliferative action of Hh signaling. In the old individual, this could possibly result in a self-propelled expansion of the myeloid branch and promote myeloid skewing. Whether such bias towards the myeloid branch accounts for the decreased HSCs functionality or is actually triggered by it remains to be elucidated. It is certainly possible that the aging hematopoietic system attempts to counteract declined stem cell function by increased production of HSCs in order to match the need of mature hematopoietic cells. Yet, upregulated Hh signaling activity brings the aging hematopoietic system a considerable step closer to a leukemic hematopoietic system. It could thus be considered as preleukemic “lesion” promoting age-related myeloid disorders and CHIP, respectively.

Aberrantly high Hh signaling has previously been shown to attenuate DDRs [41–45]. One mechanism for this effect is reduced checkpoint signaling via the ATR/CHK1/p53 axis [42, 43, 45], what we here also observe on the level of CHK1 and p53 activation (Fig. 2). Intriguingly, Gutierrez-Martinez et al. [18] recently reported that aged HSCs display lower ATM-dependent apoptosis-priming as compared to young HSCs resulting in increased colony formation capacity in response to different types of DNA damage, including DSBs. It is conceivable that overactivated Hh signaling in aged hematopoietic progenitors also contributes to a dampening of ATM activity and with that reduced apoptosis in response to DSBs.

Aging seems to differently affect the way HSCs and hematopoietic progenitors handle different classes of DNA damage. The ability to repair DSBs was reported to be unaffected [18]. In contrast, we observed a slowed repair kinetic of bulky adducts in aged Lin- cells. The simultaneous leakiness of cell cycle arrest implies that aged Lin- cells keep on cycling in the presence of bulky DNA lesions. Yet, in contrast to DSBs, cells are equipped with systems that allows tolerance of exactly this class of DNA damage [56]. Bulky adducts largely represent obstacles for processive DNA polymerases that cannot be overcome and potentially lead to destabilization of replication forks. Switch to specialized translesion polymerases of the Y-family allows strand extension over the lesion [56]. Such translesion synthesis (TLS) ensures timely and complete duplication of the genome and avoids prolonged polymerase stalling. However, because translesion polymerases are less faithful than processive polymerases [57], TLS increases the risk of generating mutations. This could especially be of concern in cancer treatment. Chemotherapeutic agents such as cisplatin derivates are used to manage solid tumors, yet can be tolerated via TLS [58]. The mutagenic potential of TLS can therefore be connected to the development of chemoresistance and inhibition of TLS reduces the mutagenic potential of cisplatin treatment [59]. Inhibition of TLS has consequently been proposed to sensitize cancer cells to chemostatic substances and simultaneously avoid induction of mutations that possibly induce chemoresistance [60]. The here reported age-related upregulation of Hh signaling could elevate TLS activity and consequently the mutation frequency specifically in HSCs and progenitors replenishing the myeloid branch. Thus, increased Hh activity would give these cells a proliferative advantage at the cost of increased frequency of mutations, both features known as hallmarks of the aging hematopoietic system. Based on our results, we propose that management of solid tumors in an aged organism via drugs inducing bulky adducts may possibly induce mutations in “by-standing” myeloid-biased HSCs and myeloid progenitors increasing the risk for myeloid disorders. Therefore, simultaneous pharmacologic inhibition of the Hh pathway could be considered to minimize such risks. An attractive additional benefit of such Hh inhibition could possibly be attenuated myeloid-skewed differentiation, restored DDRs and reduced evolution of CHIP, collectively ameliorating aging-associated defects of the hematopoietic system.

## Supplementary information

Supplement

# Supplementary material for: Elevated Hedgehog activity contributes to attenuated DNA damage responses in aged hematopoietic cells
**Source:** Leukemia. 2019 Nov 14;34(4):1125–34. doi: 10.1038/s41375-019-0641-3
**Supplement:** Supplementary file 1 — Supplement

**Scheffold et al., Supplemental Material**

**Supplemental Methods**

*Animals and cell lines*

Hematopoietic cells were always freshly isolated from mice. Mice were of the C57Bl/6J background and of both sexes, maintained in a pathogen-free facility and fed a standard diet. Young mice had an age of 12-14 weeks, while aged mice were at least 22 months of age. All animal testing was done in accordance with the local authorities of Germany (Ulm University organ removal o.202-1; Baden-Württemberg 35/9185.81-3/919; Thüringen 03-006/13). Lenti-X™ 293T cells (Takara, 632180) were maintained at 37˚C and 5% CO_2_, cultured in DMEM (Sigma) supplemented with 10% FBS (Lonza) and 1 % penicillin and streptomycin (Gibco) and regularly tested on for mycoplasma contamination.

*Enrichment and sorting of hematopoietic cells*

Bone marrow of mice was isolated from tibia, femur, humerus, innominate bone, and spine by crushing bones in a mortar followed by selective lysis of erythrocytes. Lineage negative progenitor cells were enriched by magnetic activated cell sorting (MACS, Miltenyi) using biotin-coupled antibodies against Gr-1 (Biolegend; 108404), TER-119 (Biolegend; 116204), B220 (Biolegend; 103222), CD11b (Biolegend; 101204), CD4 (Biolegend; 100508) and CD8 (Biolegend; 100704) and magnetic anti-Biotin beads (Miltenyi). To sort other hematopoietic cells by flowcytometry, whole bone marrow was first subjected to selective lysis of erythrocytes. c-Kit-expressing cells were then enriched via sequential incubation with an anti–c-Kit-APC antibody (Biolegend; 105812) and magnetic anti-APC beads (Miltenyi), followed by capturing in a LS column placed in a magnetic stand (MACS, Miltenyi). Such enriched cells were then subjected to staining with combinations of antibodies to sort specific subsets of hematopoietic cells according to previously published surface markers (1, 2) and as indicated in Supplemental Figure S1. Cells were first incubated with the same biotinylated antibodies recognizing lineage markers as indicated above.

To sort LT-HSCs as well as myeloid-biased and lymphoid-biased HSCs, cells were then incubated with streptavidin-APC-Cy7 (Biolegend; 405208), anti–Sca-1-PE-Cy7 (Biolegend; 108114), anti–c-Kit-APC (Biolegend; 105812), anti–CD34-FITC (eBioscience; 11-0341-85) and anti–CD150-PE (Biolegend; 115904).

To sort CMPs and CLPs cells were incubated with streptavidin-APC-Cy7 (Biolegend; 405208), anti–Sca-1-PE-Cy7 (Biolegend; 108114), anti–c-Kit-APC (Biolegend; 105812), anti–CD135(Flt3)-PE (Biolegend; 135306), anti–FcγR III/II-PE-Cy7 (Biolegend; 101318), anti–CD127(IL-7Ra)-PerCP-Cy5.5 (Biolegend; 135022), and anti–CD34-FITC (eBioscience; 11-0341-85).

To sort LSK progenitors, cells were incubated with streptavidin-APC-Cy7 (Biolegend; 405208), anti–Sca-1-PE-Cy7 (Biolegend; 108114) and anti–c-Kit-APC (Biolegend; 105812). Sorting was carried out in a FACS AriaIII cell sorter and Diva software (both BD Biosciences). See the supplementary material for the gating strategy (Figure S1). Sorted cells were maintained in serum-free StemSpan SFEM medium (Stem Cell Technologies) supplemented with 50 ng/ml mSCF and mTPO (Peprotech), 1 % penicillin and streptomycin (Gibco).

*Introduction of DNA lesions and colony forming assay*

Cells were extracted from a mouse and divided into two aliquots. One aliquot was mock treated, while cells of the other aliquot were subjected to DNA damage induction. Both cell aliquots were then subjected to same downstream application, such as colony formation studies, mRNA or protein extraction, or DNA repair analysis. Importantly, only cells originating from the same animal were compared to each other in experiments.

For UVC irradiation, cells were washed and resuspended in 1x PBS, transferred to a 12-well plate and irradiated (VL-4.C; LTF Labortechnik). Optionally, cells were pretreated with 5 µM vismodegib (Selleckchem), 2.5 µM cyclopamine (Selleckchem, used in Figure 8c and c’), 2.5 µM cyclopamine-KAAD (Merck-Millipore, used in Figure 8d and d’), or vehicle (DMSO) during 24 h to inhibit Hedgehog activity.

To assess the ability to form colonies, bone marrow cells extracted from a given mouse were stained for the appropriate markers and then divided into two wells. One of the wells was subjected to DNA damage induction such as UVC irradiation (see above) or aldehyde treatment (at 37 ˚C during 4h with 5 mM acetaldehyde (Roth)). Thereafter, cells such as HSCs were sorted individually into wells of 96-well plates containing 100 µl of medium (as defined above). Alternatively, a defined number of cells was sorted into a tube containing medium and then plated into methylcellulose (Mouse Methylcellulose Complete Media; R&D Systems; Cat No# HSC007 (Figures 1 and Supplemental Figure 9); Cat No# HSC006 (Figure 4)). This procedure was chosen for lineage negative cells as well as LSK cells that have been transduced with lentiviral particles for instructed manipulation of the Hh pathway. In the latter case only GFP+-cells were sorted to ensure analysis of positively transduced cells. To study the influence of carboplatin treatment on colony formation, individual HSCs were sorted into wells of 96-well plates containing 100 µl of medium supplemented with 1 µg/ml carboplatin (Sigma). After 10 days, the number of colonies containing 20 cells or more was scored. To correct for different plating efficiencies, the treated samples were compared to their respective mock control originating from the same animal. To study checkpoint function or DNA repair efficiency, cells were maintained in medium at 37 ˚C and lysed or fixed 5 h after irradiation or at indicated time points.

*shRNA constructs and lentiviral production*

shRNA constructs targeting genes of interest were picked from the Expression Arrest pSHAG-MAGIC2 retroviral shRNAmir library (Open Biosystems) and shuttled into the vector SF-LV-shRNA-EGFP (3). Additional shRNA constructs were designed using <http://biodev.extra.cea.fr/DSIR/DSIR.html> and <http://katahdin.mssm.edu/siRNA/RNAi.cgi?type=shRNA> and cloned into the same vector. As a control, an shRNA against luciferase was applied. Following constructs in the miR30 context were used: shLuciferase, TGC TGT TGA CAG TGA GCG CCC GCC TGA AGT CTC TGA TTA ATA GTG AAG CCA CAG ATG TAT TAA TCA GAG ACT TCA GGC GGT TGC CTA CTG CCT CGG A; shSmo_1, TGC TGT TGA CAG TGA GCG AGC TCA GTA TGA GAA GAA GAA ATA GTG AAG CCA CAG ATG TAT TTC TTC TTC TCA TAC TGA GCC TGC CTA CTG CCT CGG A; shSmo_2, TGC TGT TGA CAG TGA GCG AGG TTA TTC TCT TCT ATG TCA ATA GTG AAG CCA CAG ATG TAT TGA CAT AGA AGA GAA TAA CCG TGC CTA CTG CCT CGG A; shPtch1_1, TGC TGT TGA CAG TGA GCG CCA GGT TAC ATG GAT CAG ATA ATA GTG AAG CCA CAG ATG TAT TAT CTG ATC CAT GTA ACC TGT TGC CTA CTG CCT CGG A; shPtch1_2, TGC TGT TGA CAG TGA GCG AAC GAG TGA GTC GAG AAT TAA ATA GTG AAG CCA CAG ATG TAT TTA ATT CTC GAC TCA CTC GTC TGC CTA CTG CCT CGG A.

Lentiviral particles were produced in Lenti-X™ 293T cells (Takara, 632180) by co-transfecting lentiviral vectors carrying shRNA constructs, pCMVdeltaR8.91 and pMD.G following the CaCl_2_ method. Lentiviral particles were concentrated by ultracentrifugation (25000 rpm, 4 h, 4 ˚C) and resuspended in 1x PBS. Transduction of hematopoietic cells with lentiviral particles was carried out in the presence of polybrene (Sigma).

*Western blotting*

Cells were lysed in lysis buffer (2 % SDS, 100 mM Tris pH 6.8, proteinase and phosphatase inhibitors (Complete mini and PhoSTOP, both Roche)). Protein amounts were assessed in a BCA assay (Sigma). Proteins were separated in precast Novex 4%-12% Bis-Tris gradient gels (Life Technologies) and blotted onto nitrocellulose membranes (Bio-Rad). Blocking was carried out with 5% milk in TBST. Following antibodies were used: phospho-Chk1 (Ser345; Cell Signaling, 2341), phospho-p53 (Ser15; Cell Signaling, 12571), cleaved Caspase 3 (Cell Signaling, 9661), and beta-Actin (Sigma, A1978). Bound antibodies were detected with IR-Dye coupled secondary antibodies (Li-Cor; IRDye 680RD Donkey anti-rabbit, 926-68073; IRDye 800CW Donkey anti-mouse, 926-32212) in a Li-Cor Odyssey SA infrared Western blot detection system. Quantification was carried out using Li-Cor software. Scans of whole membranes are shown in the supplementary material (Supplemental Figure 3). Note that after transfer of entire gels, membranes were cut into stripes according to marker bands to allow probing for multiple proteins separated on the identical gel. To allow for sequential detection of different antigens, membranes were stripped with Restore plus WB Stripping buffer (Thermo Fisher).

*Cell cycle analysis*

Lineage negative progenitor cells were washed once in ice-cold 1x PBS, resuspended in 1x PBS, fixed by addition of ethanol, and stored at -20 ˚C during 12 h. Buffer was changed to 1x PBS containing 0.5% Tween 20 (Roth) and supplemented with anti-phosphorylated Histone H3 antibody coupled to APC (BD, 558217). After incubation of 2 h, 15 µg/ml RNase A (Qiagen) was added and the cells were incubated another hour at 37 ˚C. DAPI was added (5 µg/ml) and cells were analyzed in an LSRFortessa using FACS Diva software (both BD Biosciences).

*qPCR*

Total RNA was prepared using either the Qiagen RNeasy mini kit (Qiagen), peqGOLD TriFast (Peqlab), or the TaqMan Gene Expression Cells-to-Ct Kit (Ambion). cDNA was produced with the GoScript Reverse Transcription System (Promega) or the TaqMan Gene Expression Cells-to-Ct Kit (Ambion). Expression levels were analyzed in duplicates or triplicates in an ABI Prism 7500 Sequence Detection system (Applied Biosystems) with Absolute QPCR ROX Mix (ABGene; Thermo Fisher) and the Universal Probe Library system (Roche). Following primers (5’-3’) and probes were used for the individual genes: *p21*, tccacagcgatatccagaca and ggacatcaccaggattggac, probe #21; *Mycn*, cctccggagaggataccttg and tctctacggtgaccacatcg, probe #69; *Ptch1*, tgacaaagccgactacatgc and gtactcgatgggctctgctg, probe #64; *Evc*, gcttgtggcttggctgtc and gagcagacgtttcctgtcatc, probe #50; *Evc2*, tggaggcctacacggaag and ccgcacagcagagtttcat, probe #13; *Gli-1*, ctgactgtgcccgagagtg and cgctgctgcaagaggact, probe #84; *Smo*, gcaagctcgtgctctggt and gggcatgtagacagcacaca, probe #3; *Bcl2*, agtacctgaaccggcatctg and ggggccatatagttccacaaa, probe #75; *Hmbs*, tccctgaaggatgtgcctac and aagggttttcccgtttgc, probe #79; *Polr2a*, gattctggaactcaacactctcc and catcaaccaggtggtacagc, probe #55. Expression levels were compared to either *Hmbs* or *Polr2a* (indicated in figure legends).

*Detection of 6-4 photoproducts*

Lineage negative progenitor cells were washed once in 1x PBS and mock treated or irradiated as described above with 20 J/m^2^ UVC. Cells were then incubated at 37 ˚C and aliquots taken directly after irradiation as well as every two hours post-irradiation. Genomic DNA was prepared from all aliquots by phenol/chloroform extraction. After denaturing, equal amounts of DNA were spotted onto Zeta-Probe GT Blotting membrane (Bio-Rad) using a dot blot device (Bio-Rad). An antibody recognizing 6-4 photoproducts (Cosmo Bio, clone 64M-2, NMDND002) was used to probe for remaining DNA lesions. Bound antibody was detected with a secondary IR-Dye-coupled antibody in a Li-Cor Odyssey SA infrared Western blot detection system. Quantification was carried out using Li-Cor software. Scan of whole membrane is shown in the supplementary material (Supplemental Figure 3).

*Microarray*

We assessed gene expression levels in common myeloid progenitors from three young and three aged mice, respectively, by microarray analysis (G3 Mouse GE 8x60K Microarray Kit; Agilent Technologies, Design ID 028005). 

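Because the 3 arrays per age are not identified, each of the 16 choices of 3 young and 3 old arrays out of the 4 of each age was analysed in turn. Between 8 and 21 genes, with a median of 15, were higher in old CMPs by limma at the same thresholds, and between 1 and 4 were lower. The log2 fold change of Evc lay between 4.48 and 5.14 and that of Evc2 between 3.57 and 4.24 over the 16 choices, and the adjusted p from limma was under 0.05 for both genes in all of them. Evc took a rank between 1 and 4 and Evc2 a rank between 4 and 7 by fitted fold change. The methods' t-test without adjustment called between 363 and 529 genes higher, with a median of 446. With 3 arrays against 3, no two-sided exact permutation test of a single gene can reach p = 0.05.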

Total RNA (100ng) was used in labeling reactions (Low Input Quick Amp Labeling Kit; Agilent Technologies) and slides were scanned using a microarray scanner (G2505C, Agilent Technologies). Expression data is deposited in Gene Expression Omnibus (GSE74093). Initial analysis of gene expression was performed with GeneSpring software (Agilent Technologies).

*Enrichment analysis*

Pre-processing of expression data from our microarray analysis (GSE74093) was performed according to Agilent’s standard workflow. Using 5 quality flags (gIsPosAndSignif, gIsFeatNonUnifOL, gIsWellAboveBG, gIsSaturated, and gIsFeatPopnOL) from the Feature Extraction software output, probes were labeled as detected, not detected, or compromised. Gene expression levels were background corrected, and signals for duplicated probes were summarized by geometric mean of non-compromised probes. After log2 transformation, a percentile shift normalization at the 75% level and a baseline shift to the median baseline of all probes was performed. 

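The authors also deposited a table of processed log2 values for the same arrays, with 46486 lines, 46346 of which are not controls. Over the 39156 lines that hold a single probe, its values had a Pearson correlation of 0.999 on every array with the log2 intensities shifted to the 75th percentile and centred on the median of the 8 arrays. This correlation is across probes, which are not independent replicates. The other 7190 lines combine more than 1 probe. For Evc the table holds 1 value per array for its 3 probes together, and the log2 fold change of this value was 2.84 (adjusted p = 0.00392 from limma) with rank 12 among 55 genes that were higher in old CMPs. Evc2 had a log2 fold change of 3.76 in the table (adjusted p = 0.000263 from limma) and rank 5. Of the genes called higher from the scanner's intensities, 45 were also called from the table.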

Enrichment analysis on gene expression data was performed to assess Hh pathway activity in young and aged cells. The Hh gene set is the same as listed Supplemental Figure 4. Mean absolute correlation (Pearson) to class labels of the samples for the genes in the pathway was used as test statistic (4). Computer-intensive Monte-Carlo simulation (via gene sampling) was performed to assess the significance of enrichment of the Hh pathway targets (5). All computations were performed using the R statistical software framework ([http://www.R-project.org](https://xmail.fli-leibniz.de/owa/redir.aspx?C=YNg9MYKmB0WiliX1UrGf7SlbYDbdDdII6FhJZ6Dlu8rLWO1DuHrH5uv-xqc-TOdUAHYVMAvJn2k.&URL=http%3a%2f%2fwww.R-project.org)).

*Metadata analysis*

Published data sets describing the transcriptome of young and old murine HSCs isolated according to different marker combinations were reanalyzed in regard to expression levels of Hh pathway components as well as target genes. Reanalyzed data sets were extracted from Gene Expression Omnibus and were GSE48893 (6), GSE27686 (7), GSE22812478 (8), GSE6503 (9), and GSE4332 (10). Data was screened for differential expression of minimally 1.3-fold (up- and down-regulation) in old HSCs as compared to young controls. All analyzed genes are reported to be connected to the Hh pathway.

*Immunofluorescence*

Long-term HSCs (CD34^-^ LSK) of young mice were isolated as described above, taken up in medium and transduced with lentiviral particles conferring GFP expression as well as a control shRNA (shLuciferase, see above) or an shRNA against *Ptch1* (shPtchd1_1, see above). After 24 h, cells were optionally subjected to UVC irradiation. After 5 hours, cells were spotted onto poly-L-lysine coated diagnostic microscope slides (12-well 5.2mm numbered; Thermo Scientific) and fixed with 4% buffered paraformaldehyde. Cells were then permeabilized in 1x PBS containing 0.5 % Triton X-100 (Roth) and blocked with 2% BSA in 1x PBS. Primary antibodies against p21 (Santa Cruz Biotechnology, clone F-5, sc-6246) or EVC2 (Santa Cruz Biotechnology, sc-28393) were applied overnight. Secondary antibodies anti-mouse-IgG1-Alexa 594 (p21) or anti-goat-IgG Alexa 488 (EVC2) (both Life Technologies) were used to probe for the primary antibodies. DAPI was used to counterstain for nuclei. Expression status of p21 was assessed only in GFP+-cells. Cells transduced with lentiviral constructs were visualized with a Zeiss Imager microscope using oil-immersion 40x and 100x objectives and ZEN software (all Zeiss). To detect EVC2, cells were analyzed with a TCS SP5II confocal microscope with oil-immersion 100x objective and LAS AF software (all Leica). EVC2 expression levels were quantified using ImageJ (version 1.410).

*Bisulfite sequencing*

Lin- cells (10^6^ each) of young and old mice were isolated as described above and genomic DNA prepared by phenol/chloroform extraction. Bisulfite conversion of 500 ng DNA was carried out with the EZ DNA Methylation-Gold Kit (Zymo Research) according to the instruction of the supplier. Genomic regions of interest were amplified with following primers (5’-3’): *Evc*, TGA AGA GAT GTT AGG ATT TTA GAG GGG and CCT CCC CAA ACT TTC AAC CTT TCC; *Evc2*, AAG AGT AGT GGG GGT GAT TTG GAG TGA GG and AAA CTC TTT CAA AAA ATA AAA ACA AAC ACA AAC. PCR fragments were gel-purified with the QIAquick gel extraction kit (Qiagen) and cloned into the pCR-blunt vector (Invitrogen). The inserted fragment was sequenced from at least 10 colonies using a T7 primer. Statistical analysis was carried out with Prism 4 (Graphpad) and the Chi square test was applied.

*Chromatin immunoprecipitation*

Chromatin immuprecipitations were essentially done as described in (11). After washing with 1x PBS, 10^6^ lineage negative progenitor cells were treated during 10 minutes with 1 % formaldehyde (Thermo Scientific), which was quenched by addition of glycine (final concentration 125 mM). Cells were washed twice with 1x PBS. Fixed cells were lysed (1 % SDS, 10 mM EDTA, 50 mM Tris, pH 8.1, 1x Complete –protease inhibitors (Roche)) and subjected to sonication in a M220 Focused-ultrasonicator (Covaris). Fragmentation to 200-250 bp was verified in a Bioanalyzer (Agilent Technologies). Dynabeads Protein A and Protein G (Life Technologies) were mixed 1:1 and pre-adsorbed with 5 mg/ml BSA in 1xPBS, before addition of 2 µg antibody per 30 µl beads (rabbit IgG (Santa Cruz Biotechnology, sc-2027), rabbit-anti-H3K4me3 (Diagenode, C15410030), or rabbit-anti-H3K27me3 (Millipore, 07-449)). After washing off of excess antibody, chromatin fragments were diluted in Buffer Dil (0.01 % SDS, 1.1 % Triton X-100, 1.2 mM EDTA, 16.7 mM Tris pH 8.1, 167 mM NaCl, 1x Complete –protease inhibitors (Roche)) and incubated with beads overnight. Beads were then washed twice with low-salt wash buffer (0.1 % SDS, 1 % Triton X-100, 2 mM EDTA, 20 mM Tris, pH 8.1, 150 mM NaCl) and twice with LiCl wash buffer (350 mM LiCl, 1 % IGEPAL CA630, 1 % deoxycholic acid, 1 mM EDTA, 10 mM Tris, pH 8.1). To reverse crosslinking and elute chromatin, beads were incubated in elution buffer (1 % SDS, 100 mM NaHCO_3_, 250 mM NaCl) at 65 ˚C during 4 h, followed by treatment with Proteinase K (Roche). DNA fragments were retrieved with Agencourt AMPure XP beads (Beckman Coulter). Precipitated promotor sequences were assessed by qPCR in an ABI Prism 7500 Sequence Detection system (Applied Biosystems) with iTAQ Universal SYBR Green Supermix (Bio-Rad) with the use of following primers (5’-3’): *Evc*-Spacer-5’-region, ATGCAAGAGCAAAGGAGCAC and CGCTCAGTGATCACAAAAGAGT; *Evc*-Spacer-3’-region, CAAACAGCGTCTCTGGGAAT and AGGGTGACAAGGGCCTCTA; CTRL-region, GGGGATCCAGTGACCTGAA and AGTTTCGCCTTTGCAGATTC. Enrichment of EVC intergenic spacer regions was assessed by comparison to the CTRL region, which has been chosen according to the Encyclopedia of DNA Elements (ENCODE at UCSC).

*Statistics*

Statistical analysis was performed with Prism 4 and 7 (GraphPad). Applied test, sample sizes, exact p-values as well as measured center and variability are indicated in figure legends or figures directly. Normal distribution of data was tested with Prism 7 applying Shapiro-Wilk normality test. Only Welch’s t test was applied for analysis of two unpaired data samples. Similarity of variance was assessed with Brown-Forsythe test with Prism 7 before applying ANOVA. Data reflecting ratios were log transformed to obtain normal distribution (indicated in figures or figure legends, respectively). For all tests, the α level was set to 0.05. Outliers were identified via ROUT analysis (Q=0.5%) and calculated with Prism 7.

To avoid unjustified weighting of individual mice, exhaustive pairwise comparison was applied in a subset of analysis (11, 12) (Figure 3). In this procedure, all possible pairwise comparisons of individual mice of each age group were calculated and then the ratios compared using a Mann-Whitney test.

**Supplemental Figure 1: Gating strategy for sorting of hematopoietic cells**

Different populations of hematopoietic cells were sorted according to surface markers previously published (1, 2). Representative example of gating strategy to sort following compartments: LSK, CMP, CLP, HSCs, myeloid-biased HSCs (CD150^hi^-HSC) and lymphoid-biased HSCs (CD150^lo^-HSC).

**Supplemental Figure 2: Aging myeloid-biased HSCs loose sensitivity to carboplatin.**

The scatter plots depict the capacity of the indicated types of hematopoietic stem cells from young and old mice to form colonies in response to carboplatin treatment. All cells were freshly isolated, left untreated or treated permanently with 1 µg/ml carboplatin, and growth of colonies was assessed 10 to 14 days later. Shown are (a to b’) absolute numbers of formed colonies as well as the (a” and b”) comparison of colony number between control and treated cells isolated from individual mice. Individual data points represent results obtained with cells isolated from individual mice (biological replicates). Data were log transformed to obtain normal distribution. Black lines: median. Two-tailed unpaired Welch’s t test (a to b’) and two-tailed paired t test (a” and b”). (a, a’, a”) Myeloid (my)-biased HSCs from 5 young and 5 old mice; p=0.0001 (a); p=0.0106 (a’); p=0.0009 (a”). (b, b’, b”) Lymphoid (ly)-biased HSCs from 5 young and 5 old mice; p=0.017 (b), p=0.0092 (b’).

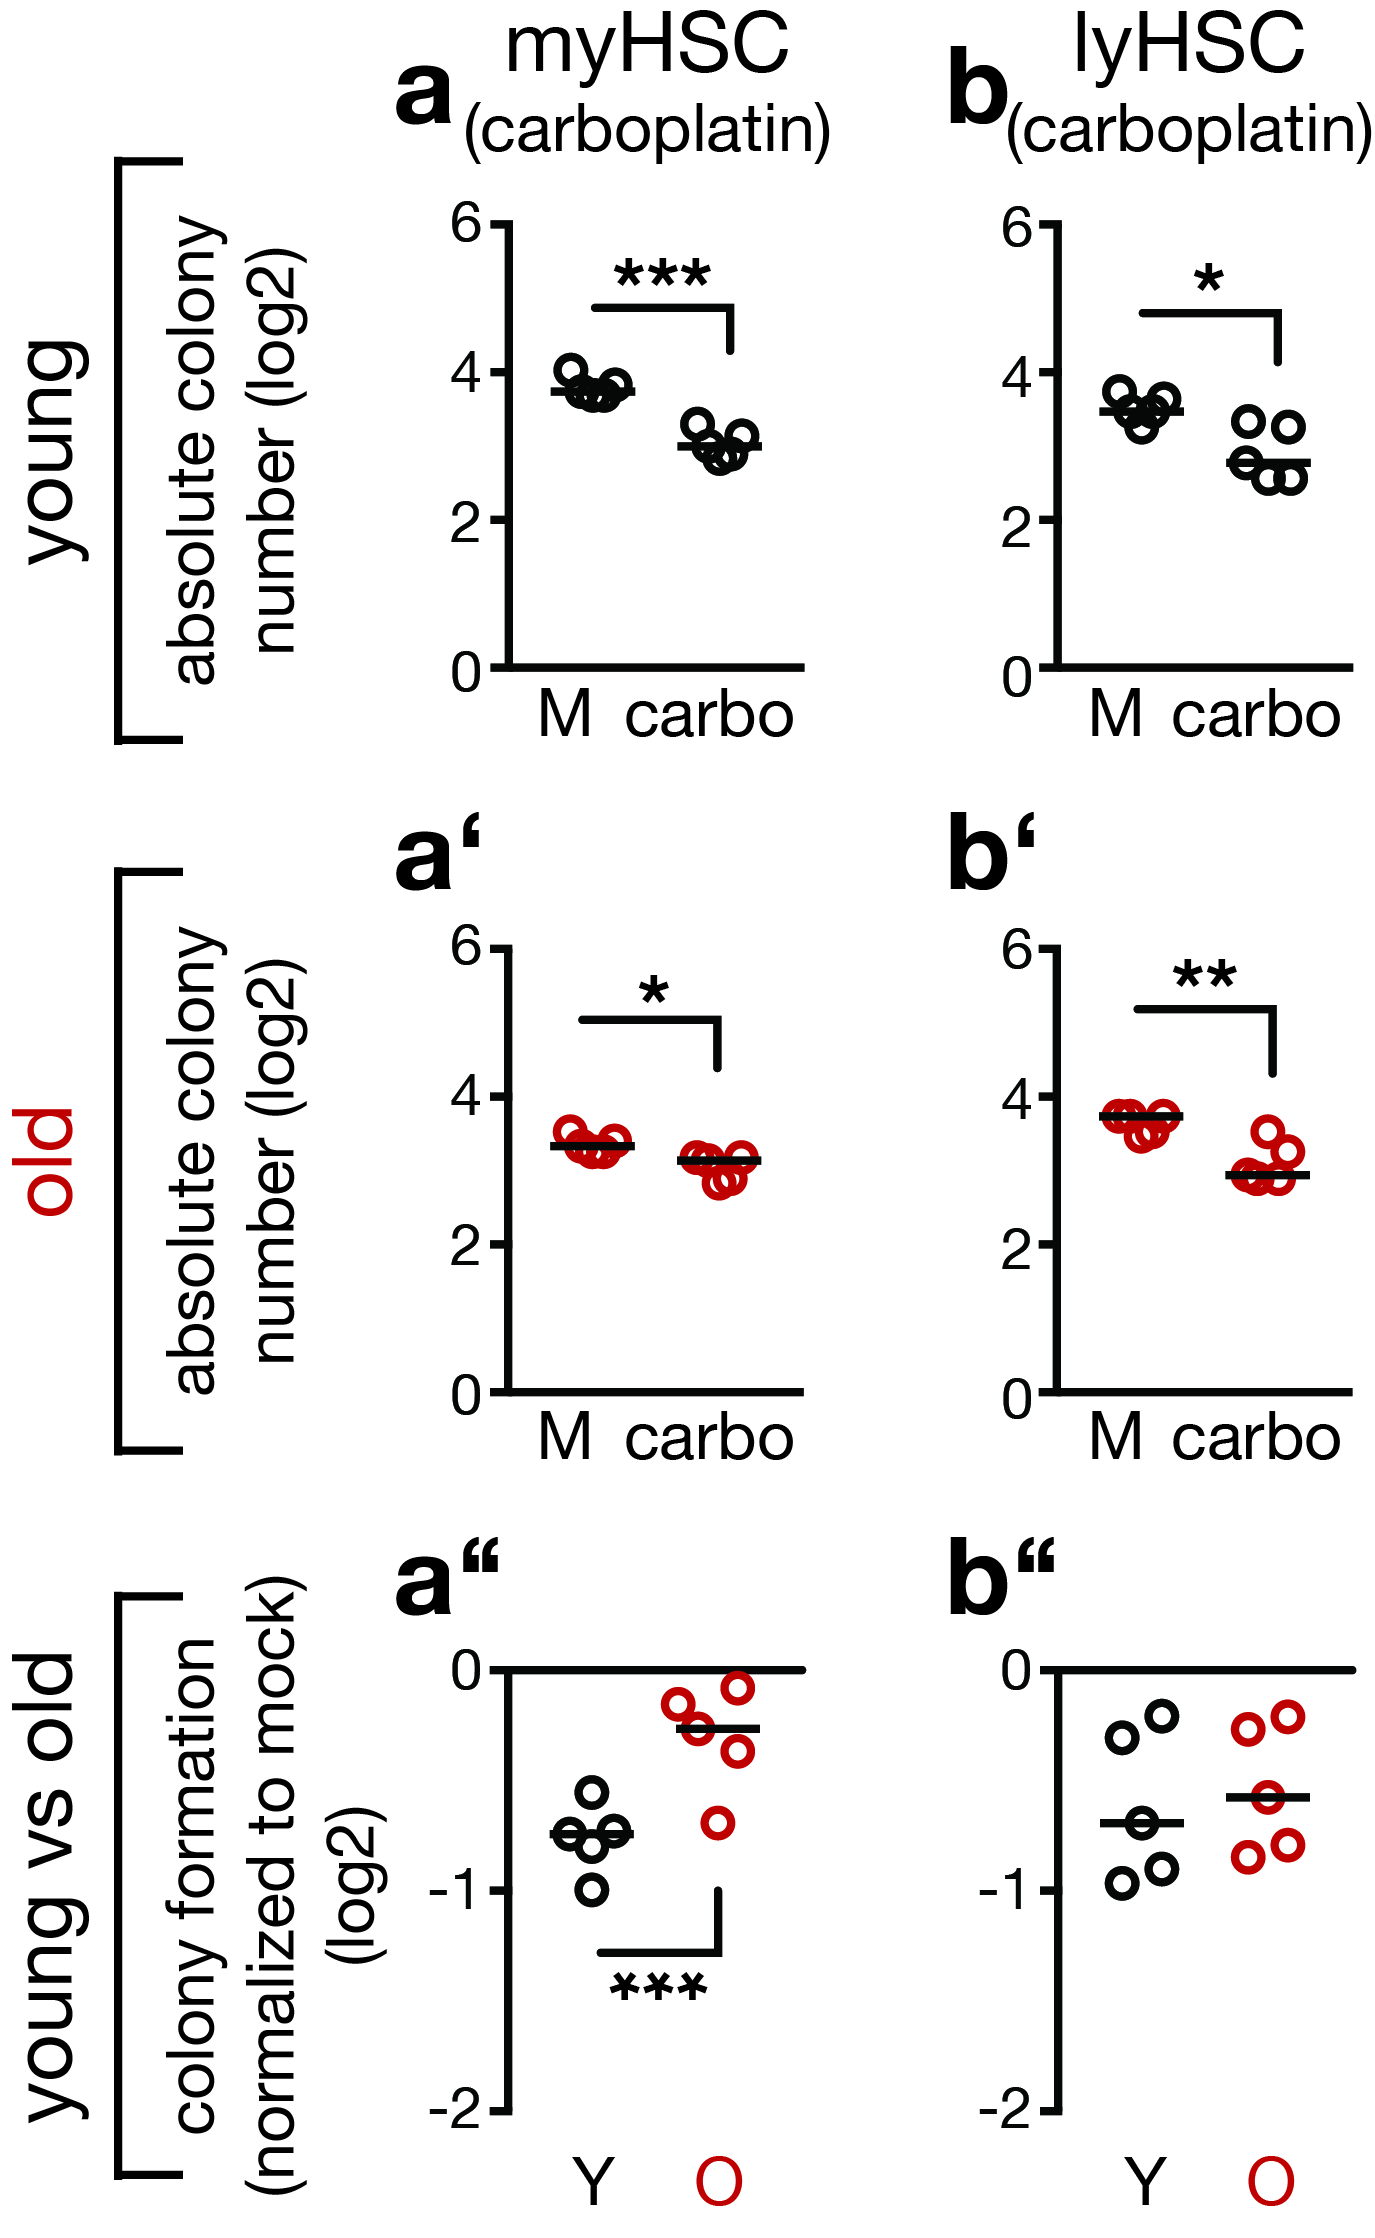

**Supplemental Figure 3: Source file of Western and dot blot.**

(a) Shown is the whole membrane from which relevant bands were quantified and representative areas shown in Figure 2. Cell lysates of individual mice were kept separate to obtain biological replicates. Note that all lysates were loaded onto the same gel. After electrophoresis and transfer of the entire gel, the resulting membrane was cut into stripes according to marker bands to allow probing of multiple antigens of different mass. Arrows indicate bands of interest. Note that the top membrane was first probed for phospho-p53, stripped and then probed for phospho-Chk1.

(b) Shown is the whole membrane of a dot blot from which relevant areas are shown in Figure 2. Arrows indicate the relevant areas (row of dots).

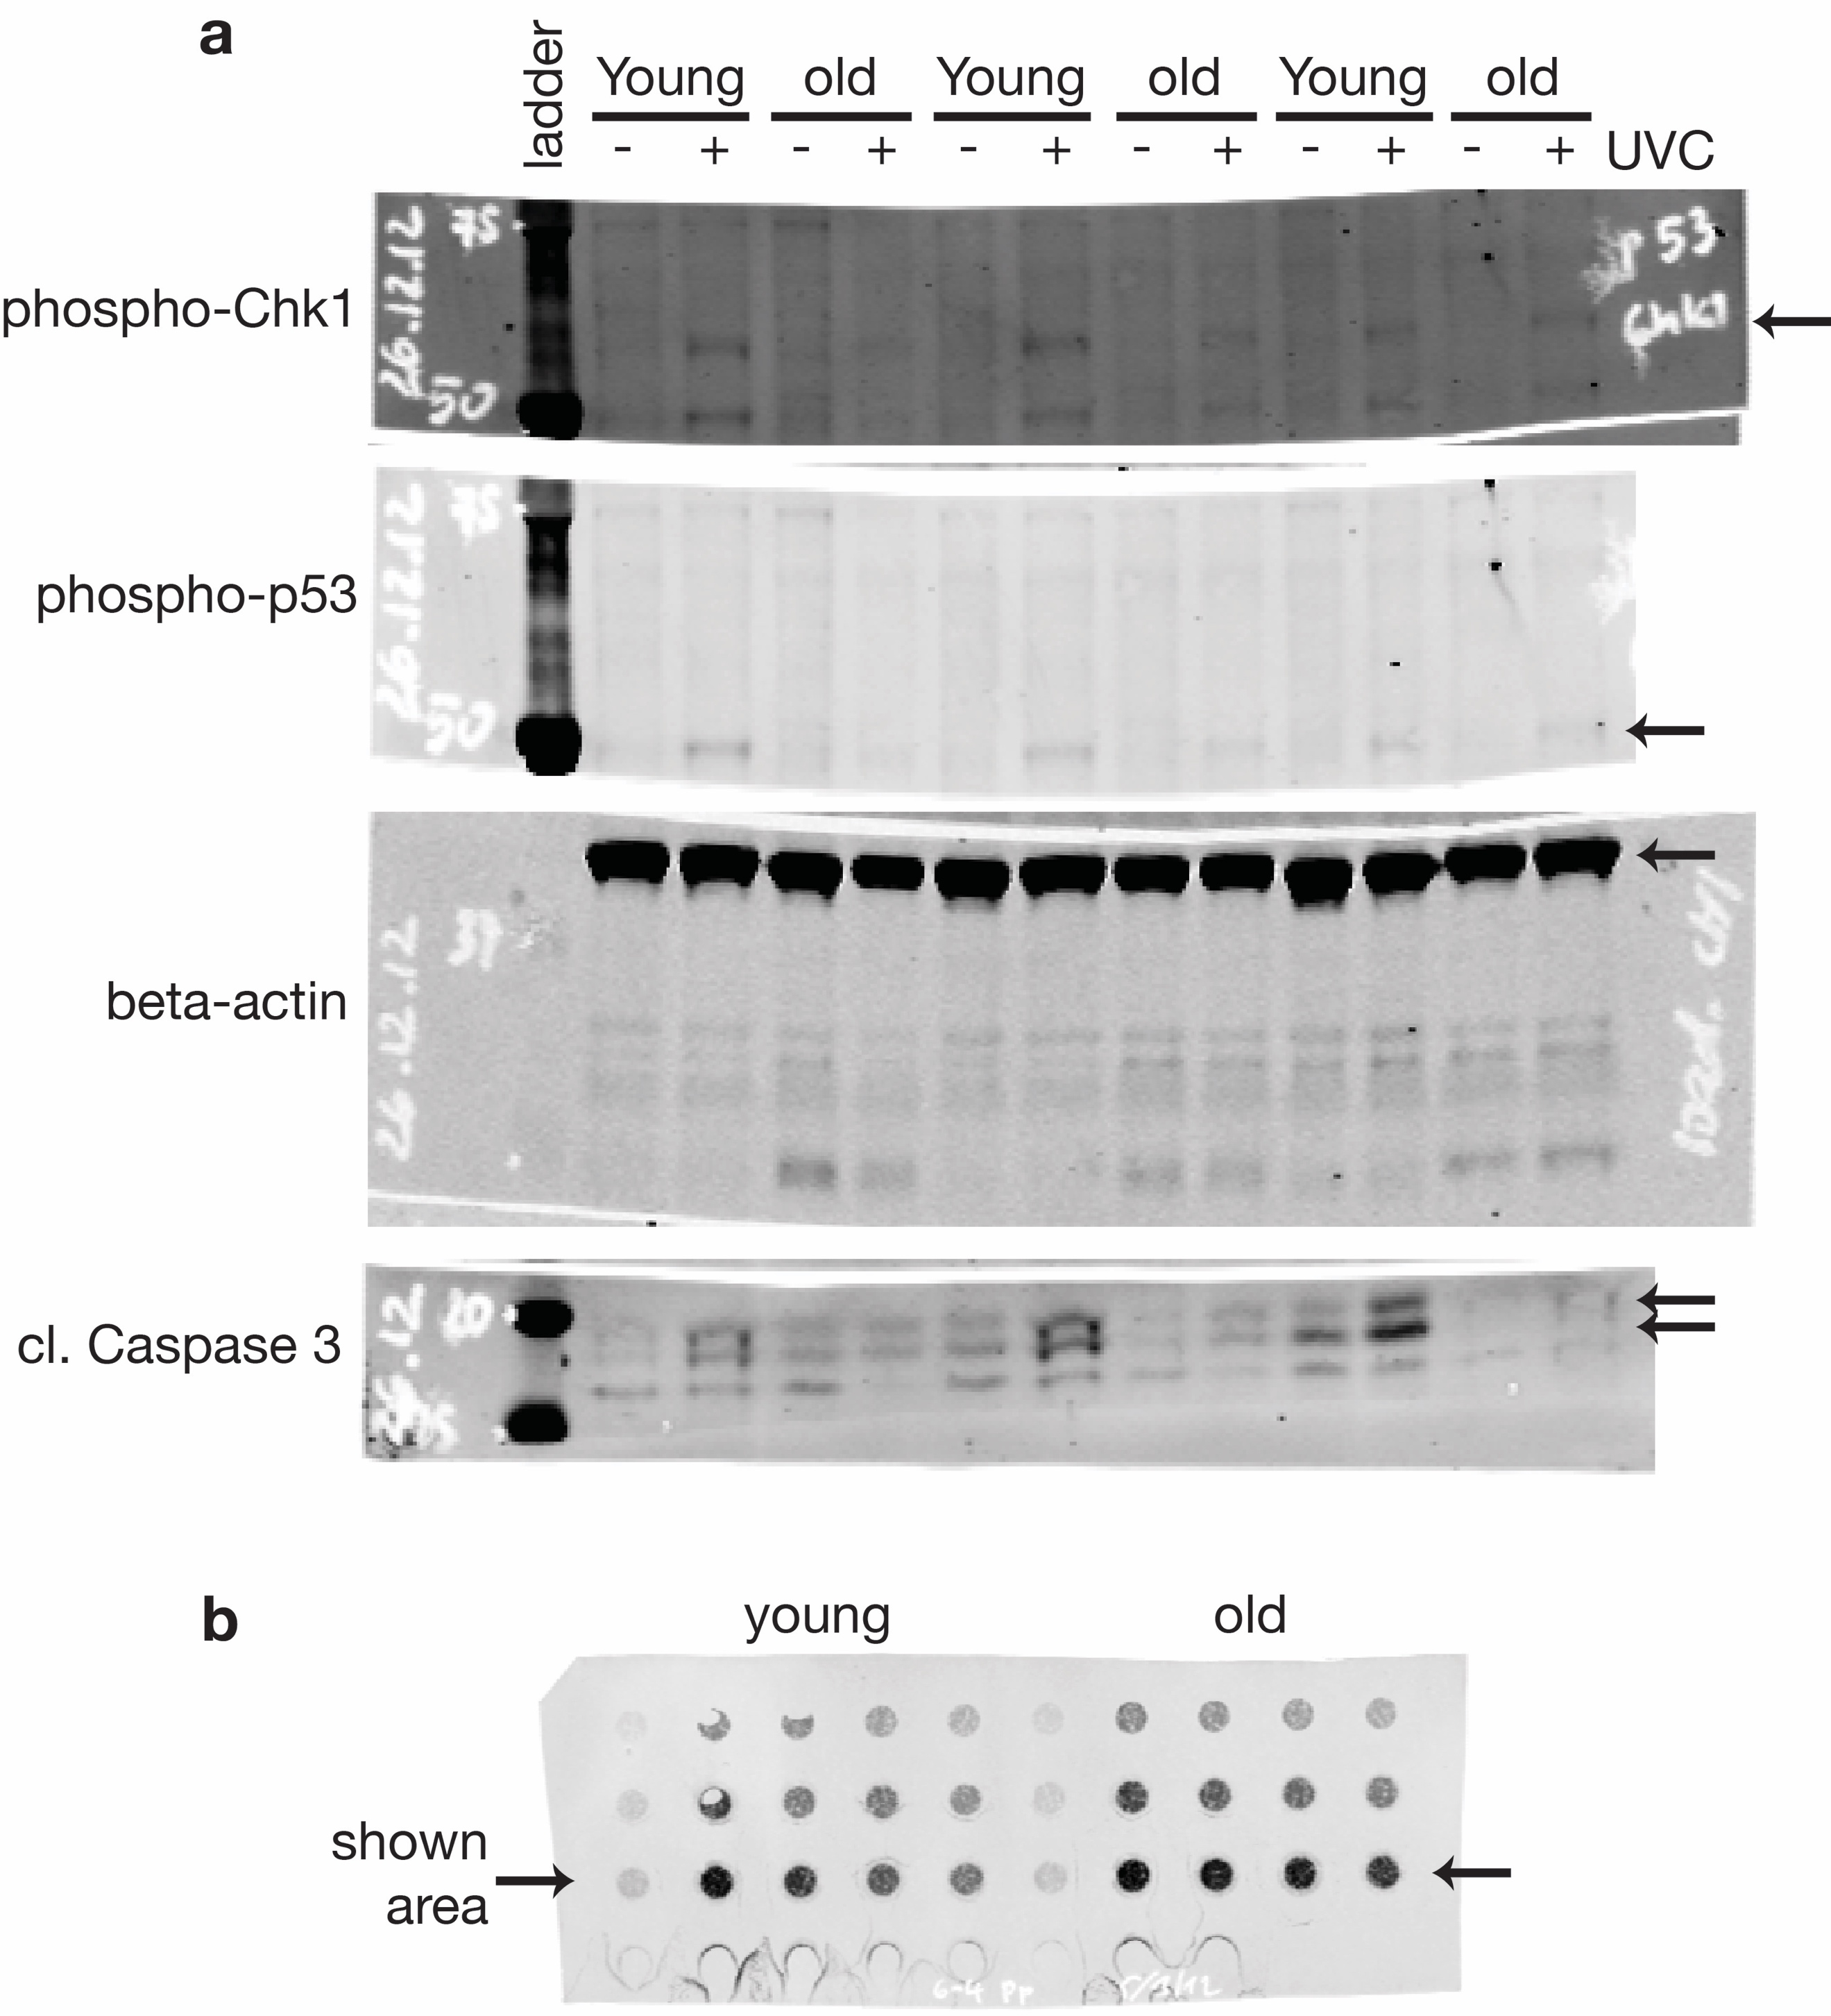

**Supplemental Figure 4: Gating strategy for analysis of cells positive for phosphorylated histone H3.**

Shown are results of mock irradiated lineage negative cells as representative example of gating strategy.

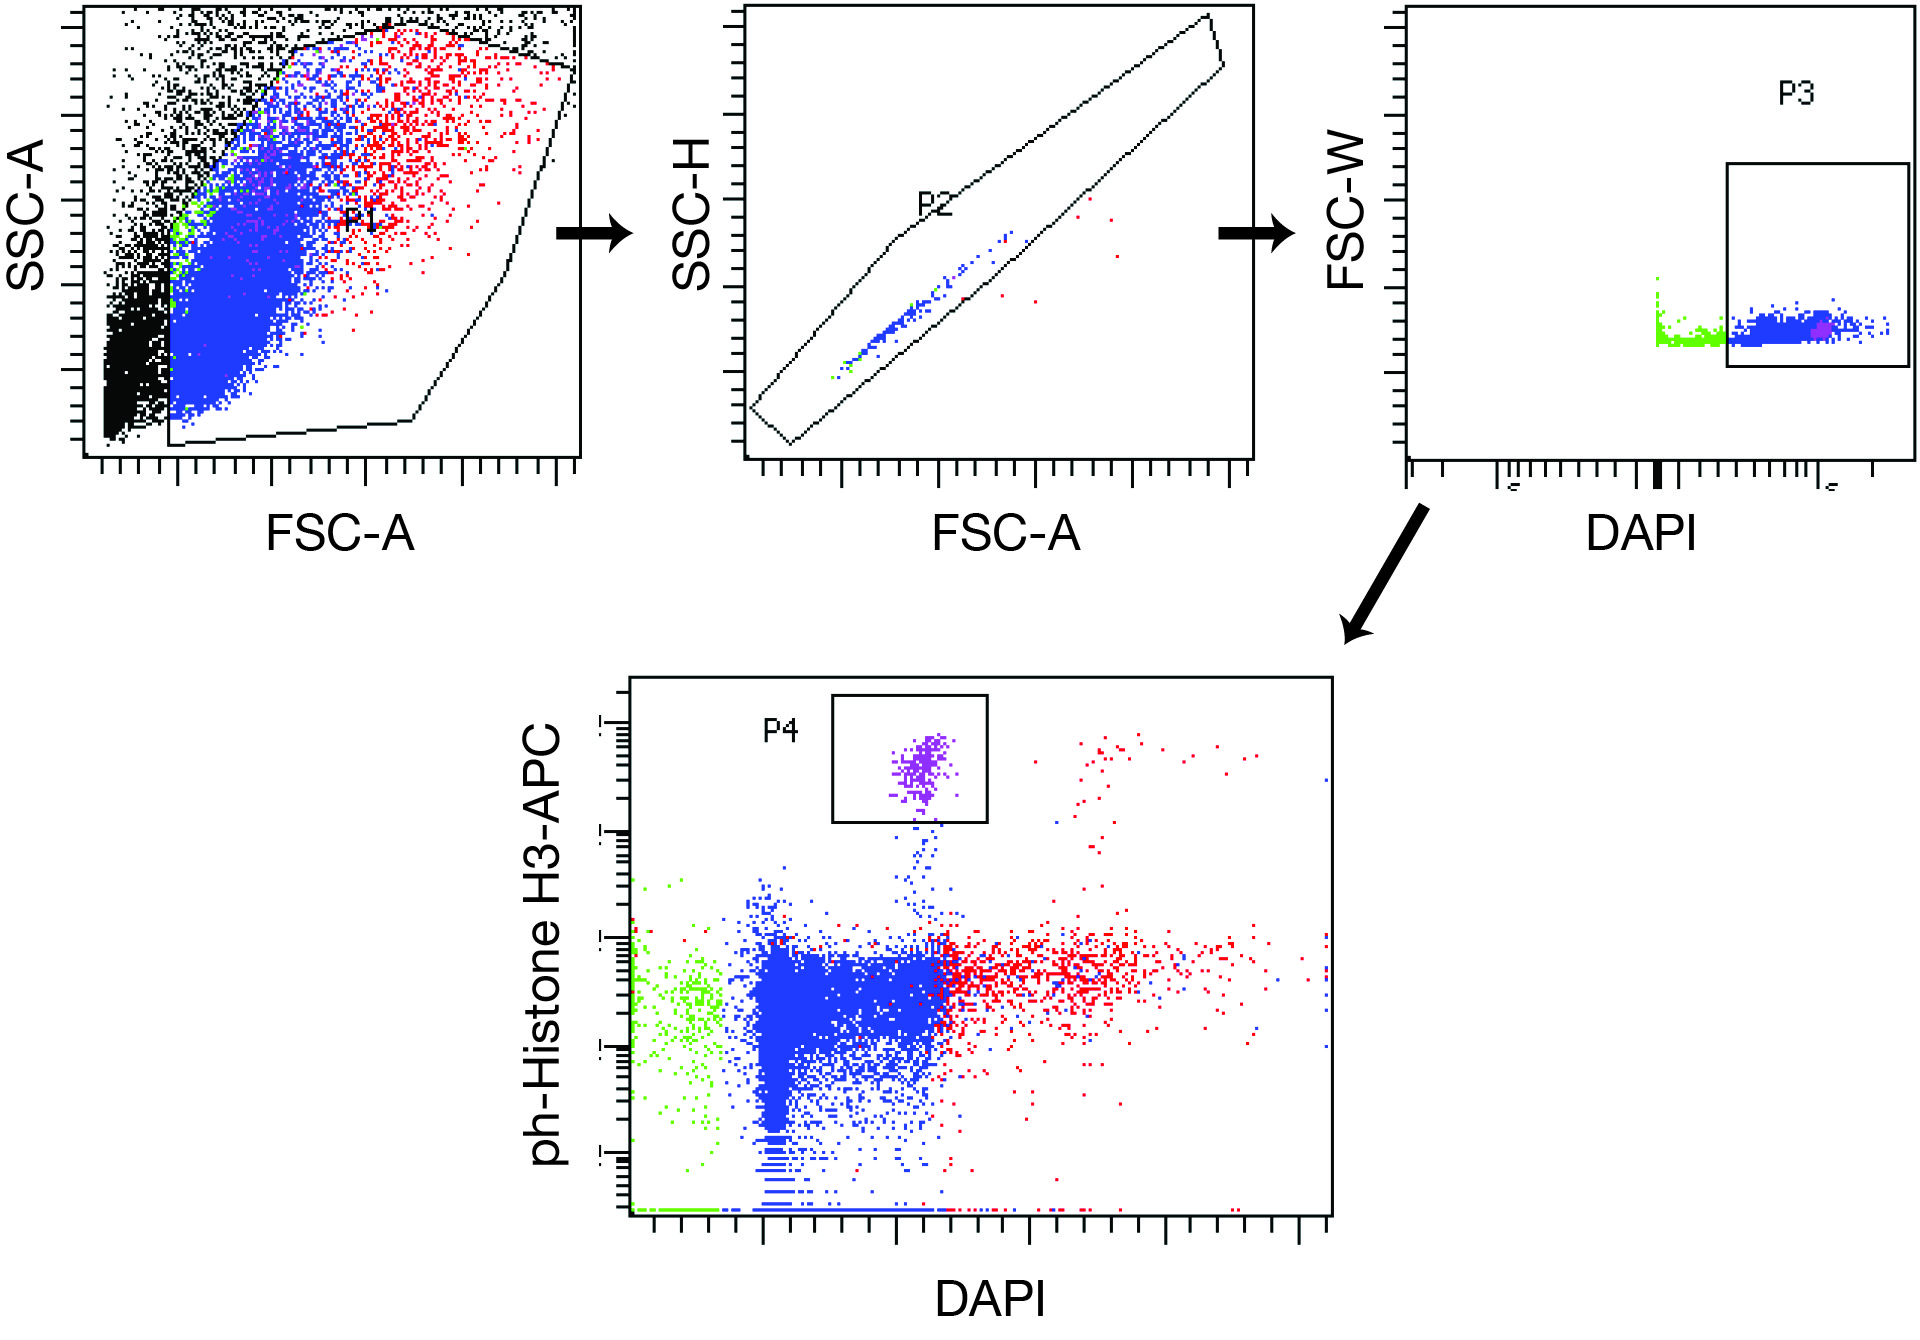

**Supplemental Figure 5: Expression of *Evc* and *Evc2* is increased in hematopoietic progenitors from aged compared to young mice**. (a) Microarray analysis reveals upregulation of *Evc* and *Evc2* in aged common myeloid progenitors (CMPs). Each dot represents a gene. Blue dots indicate *Evc* and *Evc2*, respectively. Additional highly regulated genes are indicated either by their name, or by a letter, which is explained in the panel. Freshly isolated CMPs of three young (3 months) and three old (22 months) mice were analyzed individually. Data are deposited in Gene Expression Omnibus (GSE74093). fs: forward strand; rs: reverse strand.

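Most of the genes named in the panel as higher in aged CMPs were also called higher in the 8 arrays. Plscr2 showed the largest fitted rise, with a log2 signal of -4.12 ± 0.79 (SD, n = 4) in young and 1.01 ± 0.40 (SD, n = 4) in old mice, a 35.2-fold difference (adjusted p = 0.000638 from limma), and 3 of the 4 young arrays measured it. Sprr2a2 rose 17.8-fold at its probe from 92058417 to 92058476 on chromosome 3 (mm9; adjusted p = 0.00708 from limma). Its brightest probe, from 92060587 to 92060646, did not differ between the ages, with a log2 fold change of 0.08 and an adjusted p of 0.998 from limma. The rises of Tm4sf1, Aldh1a1 and Kiss1r were 11.3-fold, 8.64-fold and 8.54-fold, with adjusted p-values from limma of 0.0235, 0.00159 and 0.00832, where 2 young arrays were well above background for Tm4sf1 and 2 for Kiss1r. Tm4sf1 was called in 3 of the 8 fits that leave out 1 array, and Aldh1a1 and Kiss1r in all 8. Over 27 settings of the analysis, Tm4sf1 was called in 19. Bmpr1a, Wwtr1 and Clec1a were well above background on all 4 old arrays and on none of the young arrays, and were at least 6.80-fold, 3.68-fold and 3.25-fold higher. The sizes of some of these rises depended on the background correction. With normexp they were 13.7-fold for Sprr2a2 and 7.98-fold for Aldh1a1, but 9.65-fold for Plscr2, 3.57-fold for Tm4sf1 and 2.84-fold for Kiss1r, the lower bounds for Bmpr1a, Wwtr1 and Clec1a were 2.33-fold, 1.73-fold and 1.58-fold, and Clec1a was not called. A lincRNA on the reverse strand of chromosome 19 was at least 4.90-fold higher at its probe from 19005198 to 19005257 (1.91-fold with normexp), while its other 2 probes had log2 fold changes of 0.78 and 0.24 that were not called. Within the interval of this lincRNA, on the same strand, a Rorb probe was called 2.94-fold higher (adjusted p = 0.0301 from limma). Whether the lincRNA is a transcript apart from Rorb was not tested. The probe of 4930578E11Rik was well above background on 3 old arrays and no young array, too few arrays for it to be tested. Among the genes named as lower, Pyhin1 fell by 2.84 on the log2 scale at its probe from 175572633 to 175572691 on chromosome 1 (standard error 0.44, adjusted p = 0.0463 from limma). There, 1 old array was well above background, and its other 2 probes, which fell by 2.26 and 2.37, were not called. A lincRNA on the forward strand of chromosome 2 was well above background on all 4 young arrays and no old array at its probe from 174107955 to 174108014, where it was at least 3.45-fold lower in old mice, and its 9 other probes were not called. With normexp the fall of Pyhin1 at the called probe was 1.54-fold and the lower bound of the lincRNA 1.39-fold. The brightest Pyhin1 probe, well above background on all 8 arrays, had a log2 fold change of -1.46 with normexp against -2.26. Pyhin1 was called lower in 11 of 27 settings of the analysis. The other 5 transcripts named as lower, among them AK054031 and Zmynd15, were not called.

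**Figure D2:**
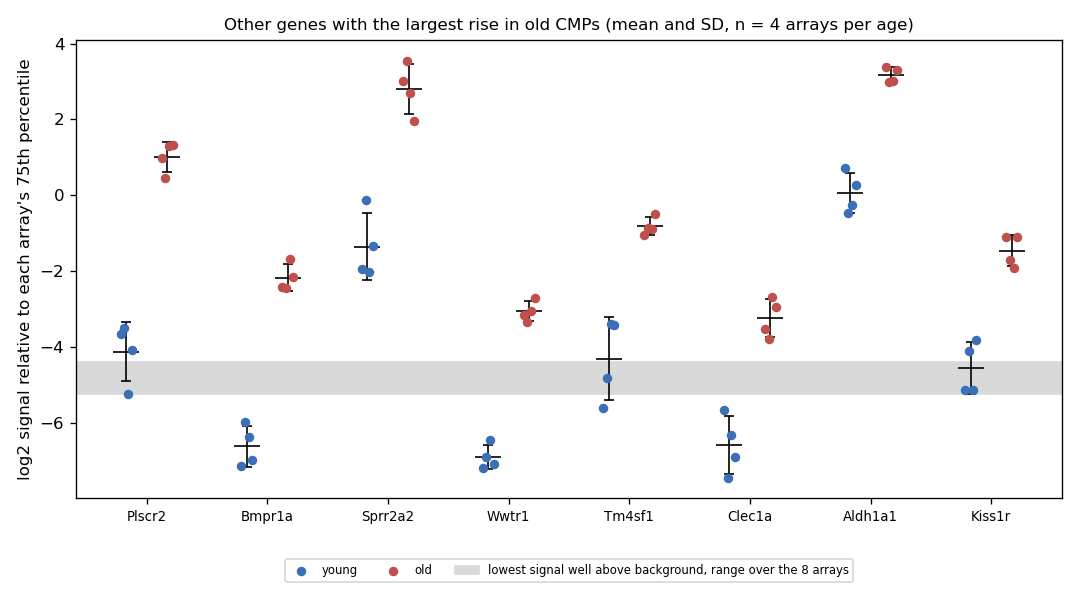
Log2 signal, relative to the 75th percentile of the array, of the genes with the largest rise in old CMPs. Evc, Evc2 and the lincRNA on chromosome 19 are left out. Points are single arrays of young and old mice, bars are the mean and SD of 4 arrays, and the grey band spans the lowest signal well above background over the 8 arrays. All young arrays lie below all old arrays for each gene, and the young arrays of Bmpr1a, Wwtr1 and Clec1a lie below the band.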

(b –g) Expression analysis of *Evc* and the *Evc2* in freshly isolated Lin- cells (b, c), CLPs (d, e) and CMPs (f, g) from young and old mice. Expression was normalized to *Hmbs* (Lin- cells) or *Polr2a* (CLP and CMP). Cells of individual mice were analyzed separately and represented as circles. Two-tailed Mann Whitney test (b-e, g) or Welch’s test (f); p values are indicated in figure; n= 4 mice per group in b, c, f and g (young); n= 8 in d and e (both young); n=5 in d and g (old) and n=6 in e (old).

(h, i) *Evc2* protein expression in myeloid- and lymphoid-biased HSCs freshly isolated from young and old mice. Shown are representative examples of myeloid-biased HCSs. For quantification, *Evc2* signals were normalized to the Dapi signals of the same individual cells. N=3 mice per group, myHSC young n=62, old n=61; lyHSC young n=63, old n= 61; Kruskal-Wallis test with Dunn’s correction.

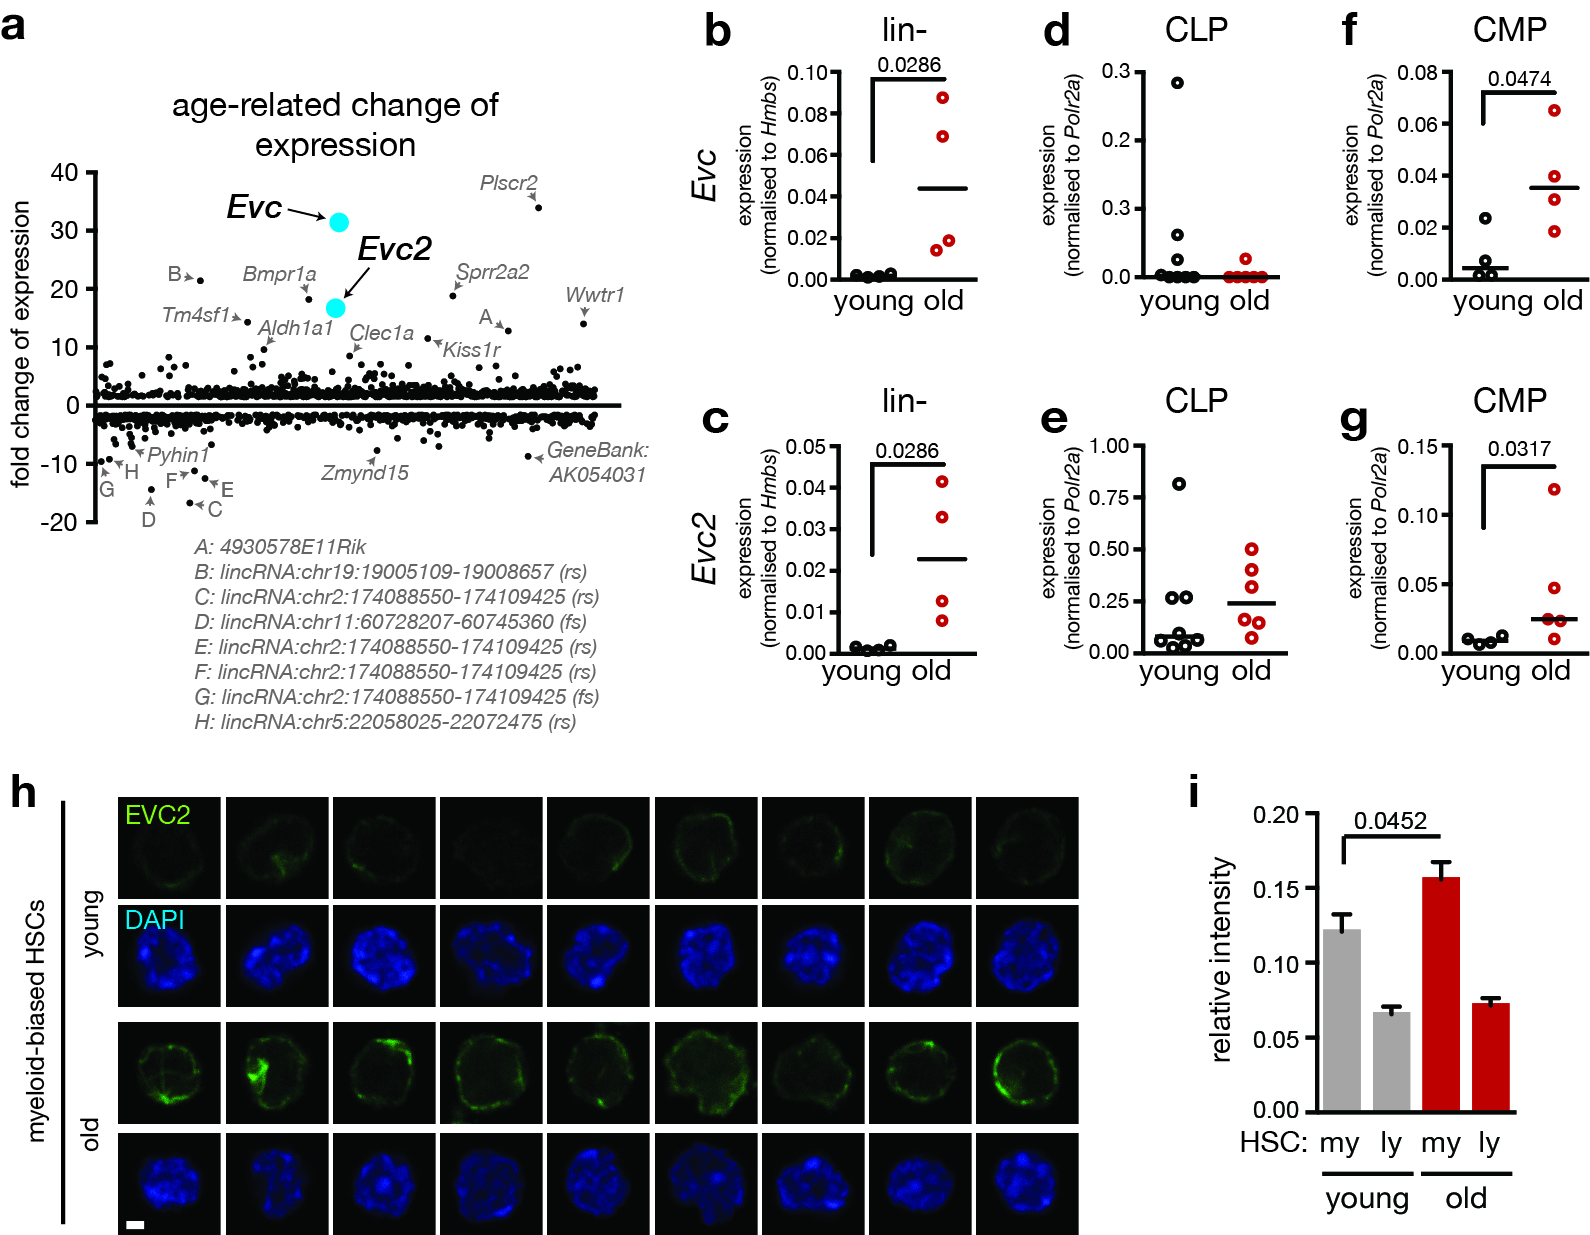

**Supplemental Figure 6: Epigenetic changes induce expression of *Evc* and *Evc2* in aged hematopoietic cells.**

(a) Schematic representation of the genetic locus of the *Evc* and the *Evc2* gene, respectively.

(b) Repressive histone marks (H3K27me3) in the *Evc/Evc2* promoter region are reduced in Lin- cells of aged mice, while active marks are unchanged. Analyzed regions indicated by counter-directional arrows in panel (a). N= 4 mice per group; two-tailed, paired t test on log transformed data; H3K27me3 young vs old, *Evc* p=0.0152, *Evc2* p=0.0092. Mean ±SEM.

(c) Decrease in methylated cytosine in the *Evc*/*Evc2* promoters of aged Lin- cells. Classic bisulfite sequencing was applied to study the methylation status on the level of the genomic DNA in the promoters of the *Evc* and the *Evc2* gene. Schematic representation of classic bisulfite conversion study: filled circles indicate methylated cytosine (meC) while open circles represent unmethylated cytosine. Numbers indicate position relative to the start of transcription.

(d) Quantitative analysis of changes in the methylation status of both promoters as analyzed in (c). n=10, 11; Chi square test; young vs old, *Evc* p<0.0001, *Evc2* p<0.0001.

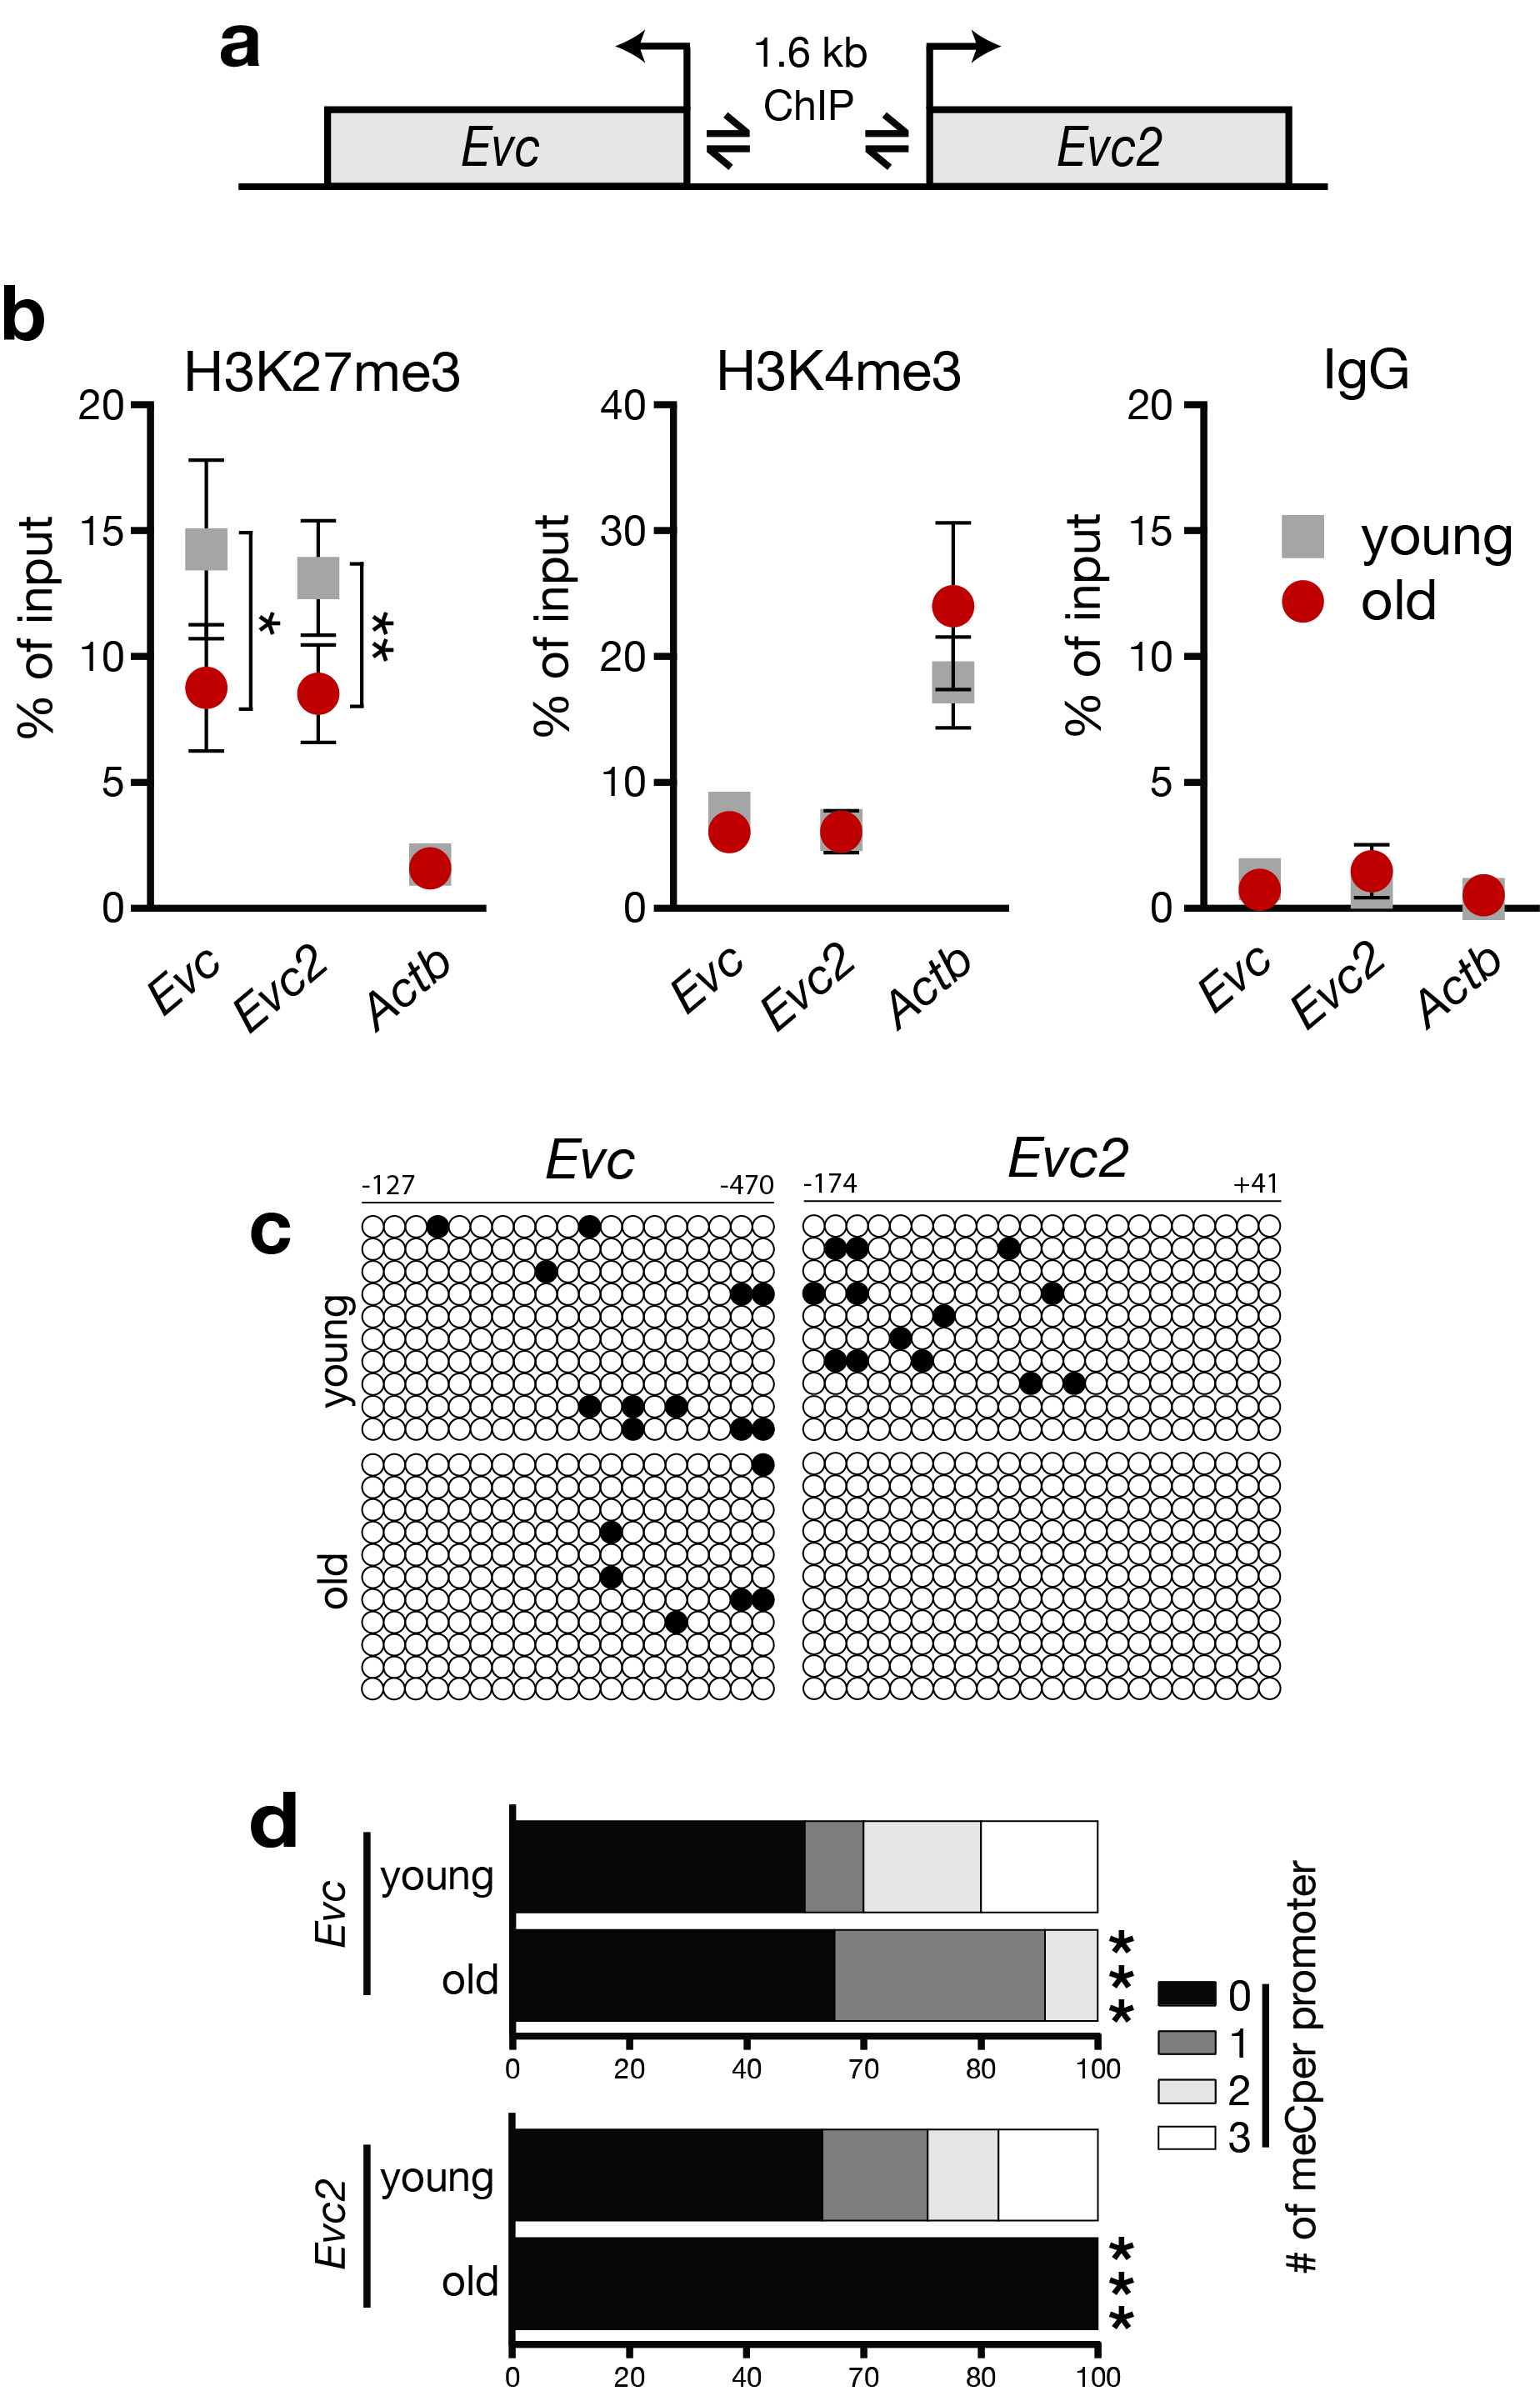

**Supplemental Figure 7: Bioinformatics analysis of Hedgehog pathway activity in aged myeloid hematopoietic stem and progenitor cells.**

(a) Gene set enrichment analysis was performed via a computer intensive re-sampling test (1x10^6^ bootstrap resampling gene sets) to assess whether Hh pathway activity was increased in aged CMPs analyzed by microarray (see Supplemental Figure 5). 

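The mean absolute correlation counts rises and falls alike, so the direction of the Hh list was tested separately. Of its 72 genes, 58 had a tested probe, and 36 of these were higher and 22 lower in old CMPs. Their median log2 fold change was 0.07 and their mean 0.22, against a median of -0.02 over all tested probes. The gene set test camera of limma, with a preset correlation of 0.01 between genes, gave p = 0.0110 for a shift towards higher values, and p = 0.0237 after Benjamini-Hochberg adjustment over 13 gene lists. The test fry gave p = 0.00954, while camera with the correlation estimated from the data gave p = 0.0980. Over 21 settings of the analysis, fry, which allows for correlation between genes, did not pass 5% with the median shift (p = 0.0793), with the replicate block (p = 0.151) and with the filter on all 8 arrays (p = 0.439). Evc and Evc2 were the only members called over all genes tested, and 3 members were called when adjusted over the list alone, which is not independent evidence for the pair that the study chose on these arrays. Without Evc and Evc2, the median was 0.06 and camera with the preset correlation gave p = 0.135. The pathway components alone, which include Evc and Evc2, had a median of 0.07 (44 tested genes, adjusted p = 0.0224 from limma's camera). The target genes alone had a median of 0.06 (16 tested genes, adjusted p = 0.385 from limma's camera). With the filter on all 8 arrays, which left neither Evc nor Evc2 tested, the components had a median of 0.05. There the components passed 5% with neither camera nor fry, but that filter also dropped other components and left 38 tested genes. The medians of the list on the single arrays overlapped between the ages, with a mean of -0.04 in young and 0.05 in old mice (exact permutation test, two-sided p = 0.286).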

Lines indicate the 95% quantile from bootstrap resampling (black dotted) and the actual test statistic (t*, red solid) of the representation of genes of the Hh pathway (i.e. p < 0.05). Selected genes are indicated in Supplemental Figure 8 and were chosen due to reported connection to the Hh pathway.

(b) Published transcriptome data of young and old HSCs were re-analyzed in regard to Hh pathway activity with a focus on a set of Hh target genes (see Supplemental Figure 8 for genes). Gene expression differences of >1.3-fold in old versus young HSCs were analyzed. Green dots indicate the number of upregulated genes, while red square indicates the number of downregulated genes. Lines connect numbers obtained from the same data set.

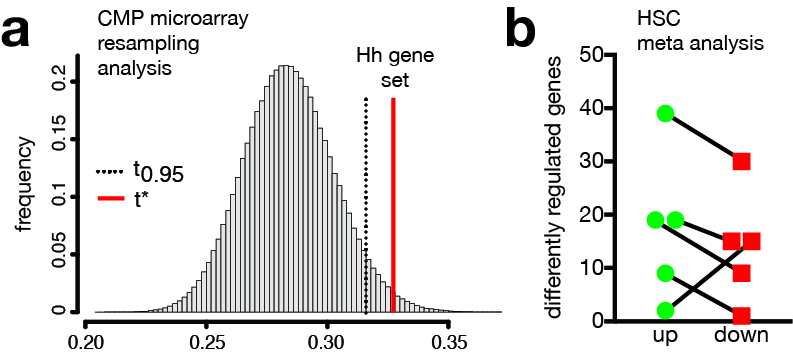

**Supplemental Figure 8: Metadata analysis.**

Published transcriptome data generated from LT-HSCs extracted from young and old mice were reanalyzed concerning expression of Hh components and target genes: GSE48893 (6), GSE27686 (7), GSE22812478 (8), GSE6503 (9), and GSE4332 (10). Analyzed genes are indicated at the bottom, log2FC is given on y-axis. Changes in expression of at least 1.3-fold were considered altered (green=up-regulated, red=down-regulated, grey=unaltered). Note that 4 out 5 studies show predominantly an upregulation of Hh pathway genes.

**Supplemental Figure 9: Hedgehog target genes are upregulated in aged myeloid progenitors.**

To assess Hedgehog pathway activity, expression levels of target genes *Ptch1*, *Mycn*, and *Bcl2* were analyzed in Lin- cells (a), CMPs (b) and CLPs (c).

(a) Expression was normalized to *Hmbs*. *Ptch1* n=8 mice each; p=0.0146; *Mycn* n=4 mice each; p=0.1378; *Bcl2* n=3 and 6 mice, respectively; p=0.0155; (b) n= 4 mice per group, normalization versus Polr2a, (b) *Ptch1* p=0.0212; *Mycn* p=0.1874; *Bcl2* p=0.0443. (c) n=4 mice per group; *Ptch1* p=0.5531; *Mycn* p=0.0053; *Bcl2* p=0.8747. Two-tailed Welch’s test. Cells of individual mice were analyzed in technical duplicates or triplicates and averaged. Circles indicate results from individual mice. Median is indicated by black line.

**
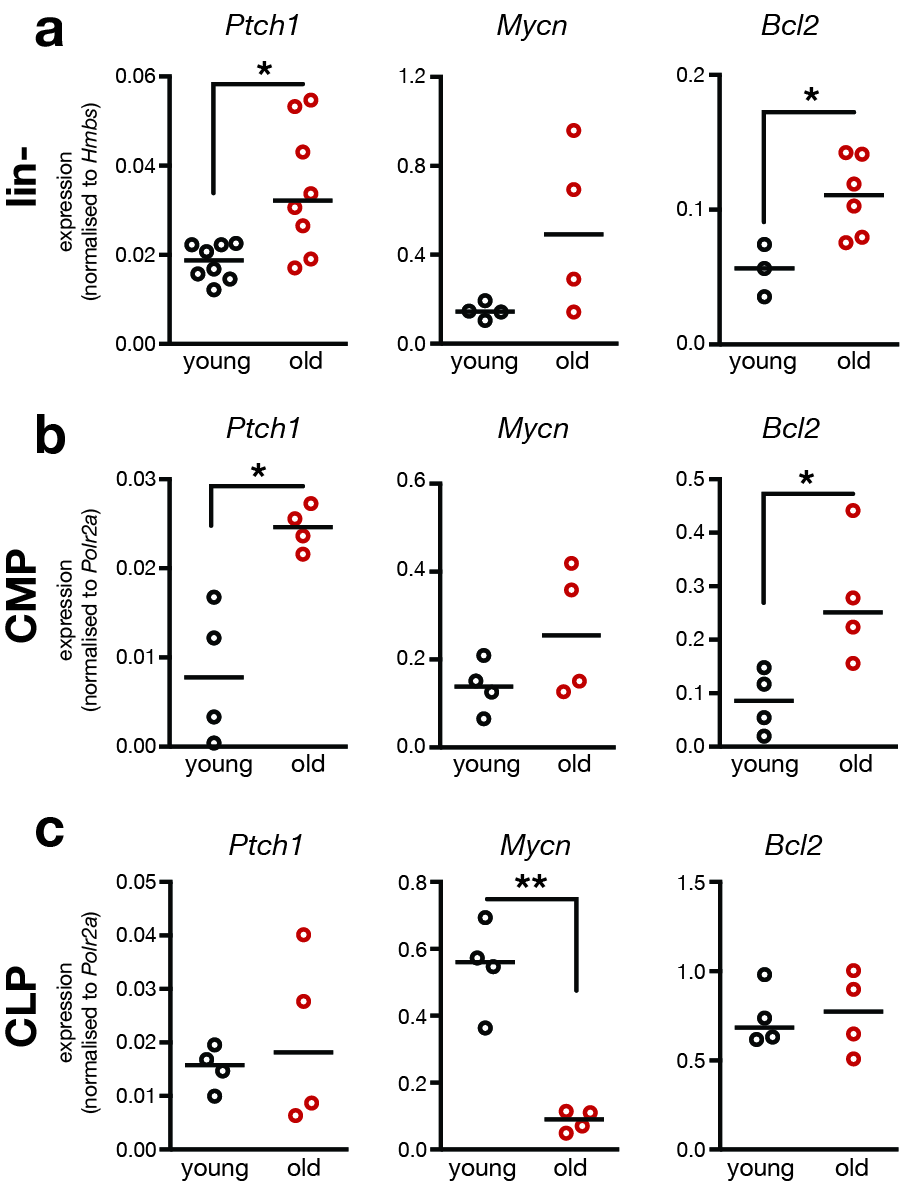
**

**Supplemental Figure 10: Manipulation of Hh signaling via shRNAs alters efficiency of checkpoint functions.**

(a-f) LSK cells from young mice were infected with one of two different shRNAs against *Ptch1* (shPTCH1) or a control shRNA against Luciferase (shLuci), (g-l) LSK cells from old mice were infected with one of two different shRNA against *Smo* (shSMO) or a control shRNA (shLuci). KD efficiency (a, g) and efficiency of Hh manipulation (b, c, h, i) was tested 2 days after virus infection. Changes of expression status (a-c, g-i) was calculated by normalization to average of cells carrying shLuci. The fold induction of *p21* (d, j) was assessed 5 hours after UV irradiation (10 J/m^2^). Also the suppression of colony formation of UV treated (10 J/m^2^; e, k) or acetaldehyde-treated cells (during 4h with 5mM; f, l) relative to mock-control treated cells is shown. Cells treated with DNA damaging agents were compared to control cells isolated from the same mouse. Data points reflect biological replicates and are indicated by circles. Data were log transformed. One-way ANOVA with Holm-Sidak correction (a-d, g, h, j), Kruskal-Wallis with Dunn correction (i), or two-tailed paired t test (e, f, k, l). (a) n=9/6/7, shLuci vs shPTCH1-1 p=0.0032, shLuci vs shPTCH1-2 p=0.0152; (b) n=5/3/8, shLuci vs shPTCH1-1 p=0.0093, shLuci vs shPTCH1-2 p=0.1795; (c) n=9/9/7, shLuci vs shPTCH1-1 p=0.0063, shLuci vs shPTCH1-2 p=0.0088; (d) n=7/3/4, shLuci vs shPTCH1-1 p=0.0002, shLuci vs shPTCH1-2 p=0.0004; (e) n=4, p=0.0075; (f) n=3, p=0.0389; (g) n=6/7/6, shLuci vs shSMO-1 p<0.0001, shLuci vs shSMO-2 p=0.0446; (h) n=6/4/7, shLuci vs shSMO-1 p=0.2187, shLuci vs shSMO-2 p<0.0001; (i) n=6/4/7, shLuci vs shSMO-1 p=0.0349, shLuci vs shSMO-2 p=0.0414; (j) n=8/3/5, shLuci vs shSMO-1 p=0.0201, shLuci vs shSMO-2 p=0.0060; (k) n=3, p=0.0281; (l) n=3, p=0.0325. Cells of individual mice were kept separate and analyzed in technical duplicates or triplicates. Expression was compared to *Hmbs*. Number of biological replicates is indicated above. Median of biological replicates: black line.

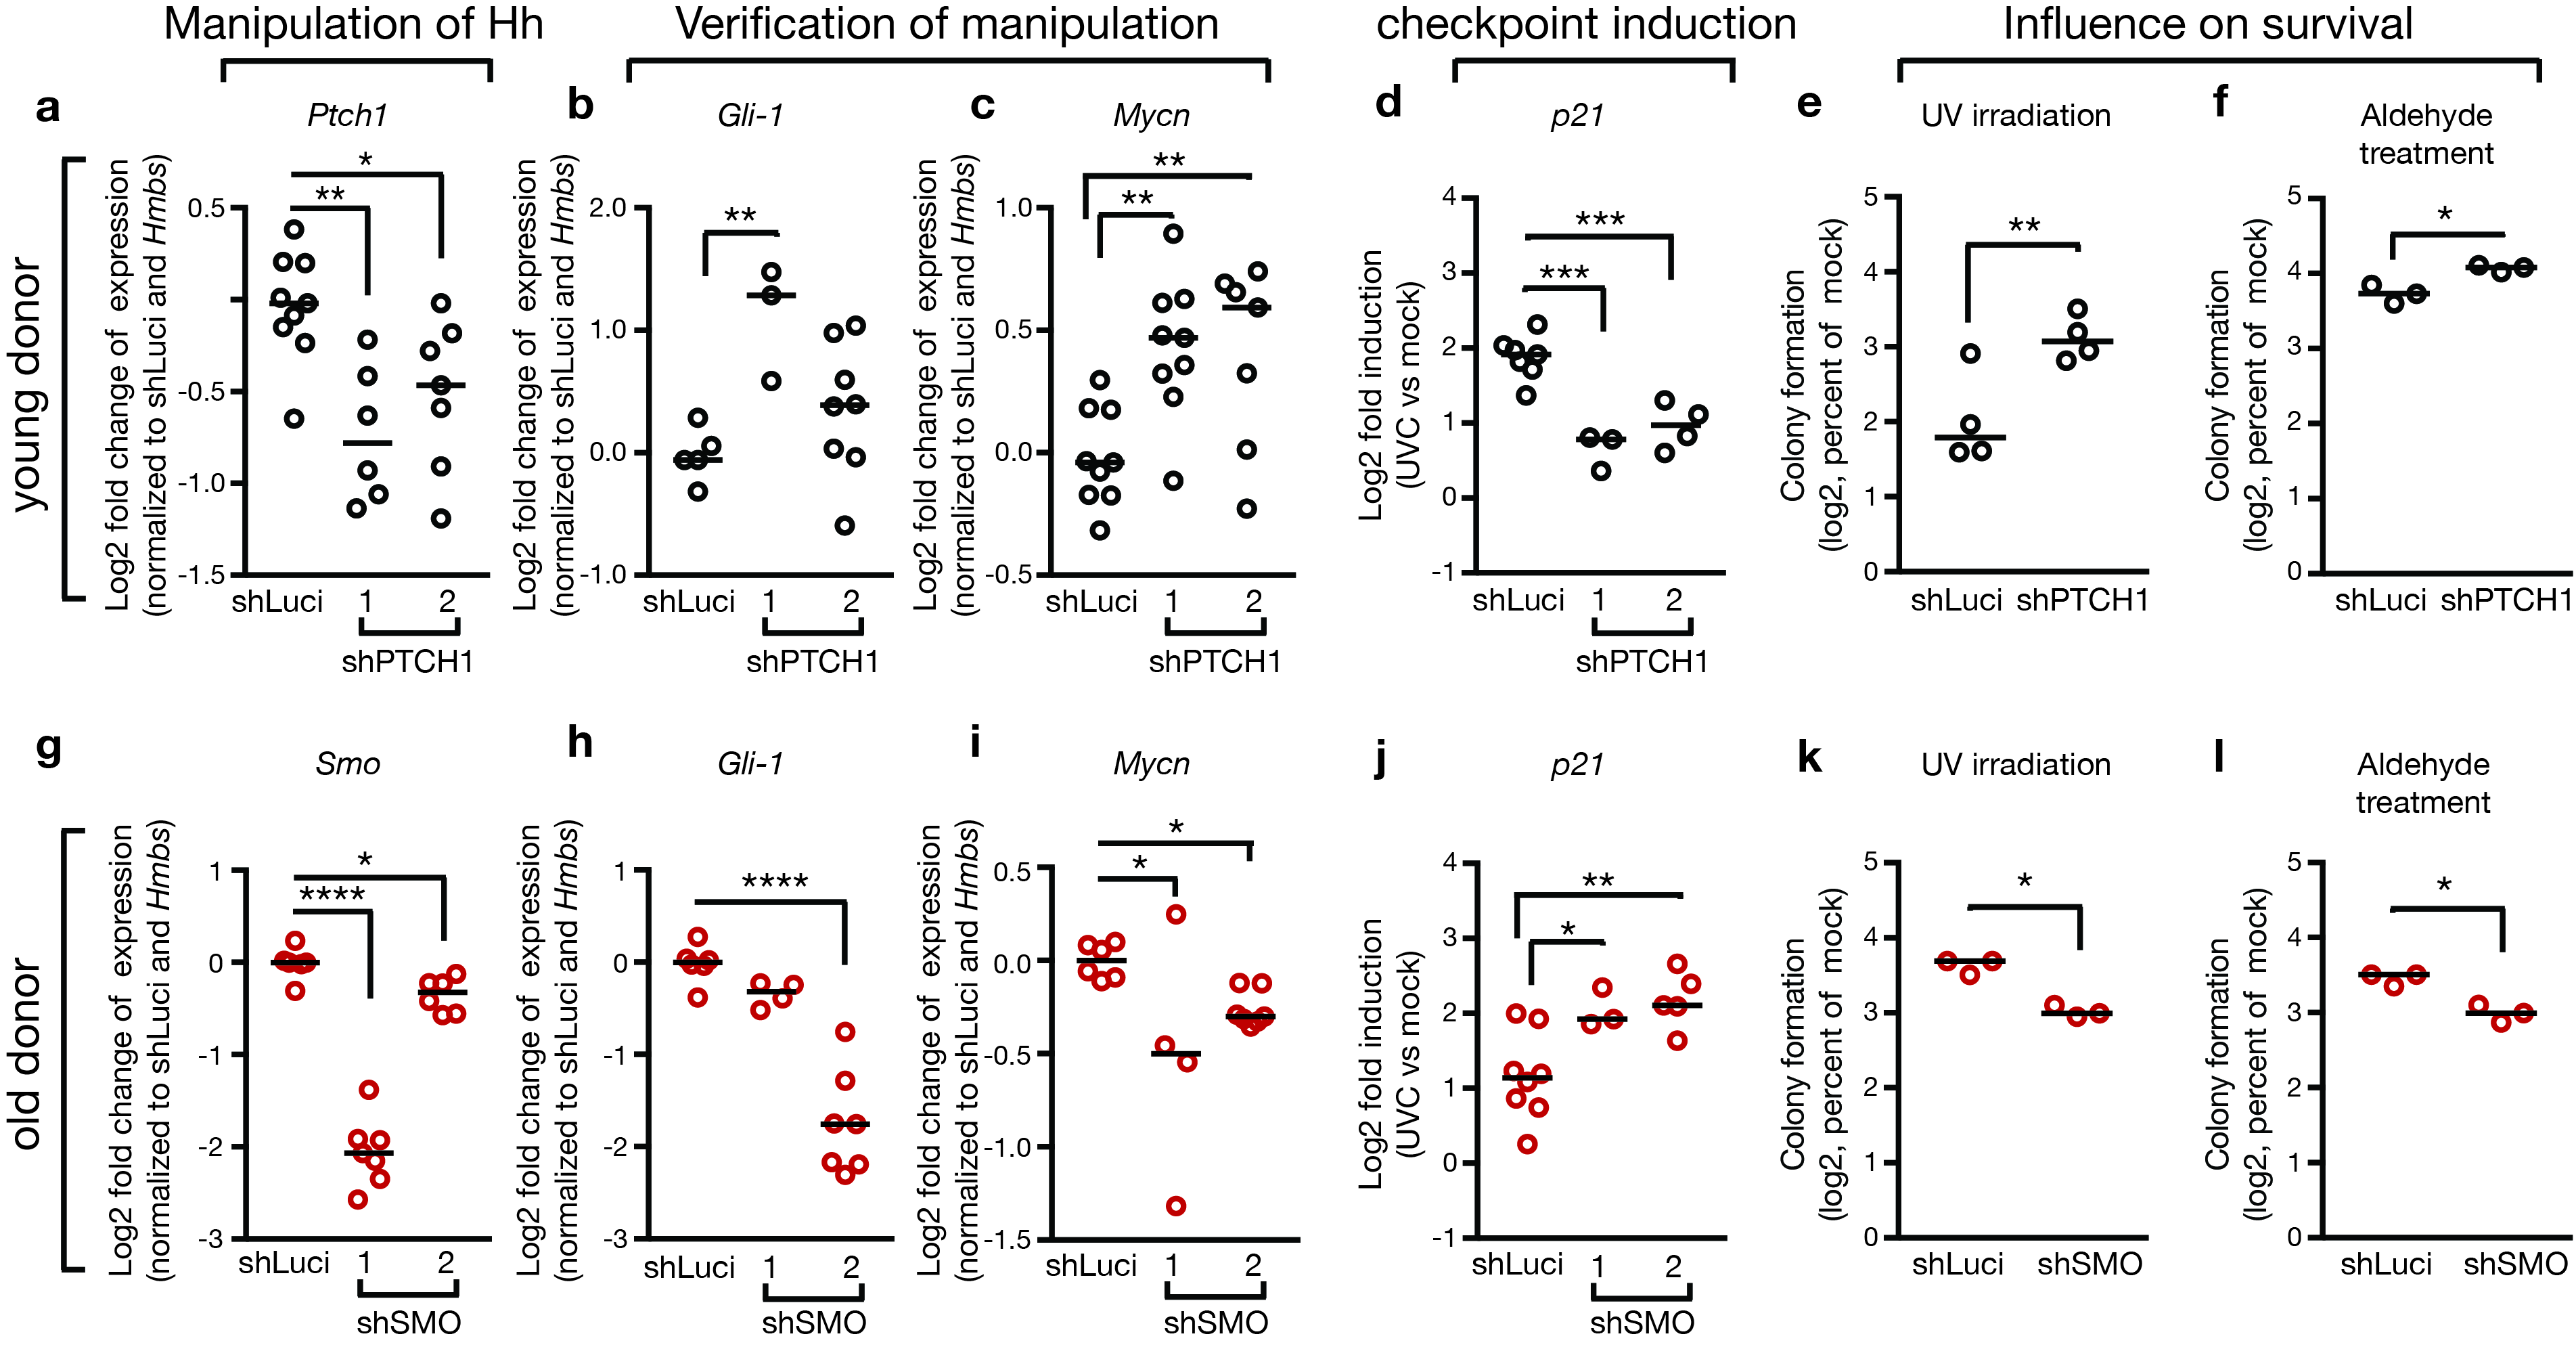

**Supplemental Literature**

1. Beerman I, Bhattacharya D, Zandi S, Sigvardsson M, Weissman IL, Bryder D, et al. Functionally distinct hematopoietic stem cells modulate hematopoietic lineage potential during aging by a mechanism of clonal expansion. Proc Natl Acad Sci U S A. 2010;107(12):5465-70.

2. Morita Y, Ema H, Nakauchi H. Heterogeneity and hierarchy within the most primitive hematopoietic stem cell compartment. J Exp Med. 2010;207(6):1173-82.

3. Wang J, Sun Q, Morita Y, Jiang H, Gross A, Lechel A, et al. A differentiation checkpoint limits hematopoietic stem cell self-renewal in response to DNA damage. Cell. 2012;148(5):1001-14.

4. Ackermann M, Strimmer K. A general modular framework for gene set enrichment analysis. BMC Bioinformatics. 2009;10:47.

5. Katz SF, Lechel A, Obenauf AC, Begus-Nahrmann Y, Kraus JM, Hoffmann EM, et al. Disruption of Trp53 in livers of mice induces formation of carcinomas with bilineal differentiation. Gastroenterology. 2012;142(5):1229-39 e3.

6. Flach J, Bakker ST, Mohrin M, Conroy PC, Pietras EM, Reynaud D, et al. Replication stress is a potent driver of functional decline in ageing haematopoietic stem cells. Nature. 2014;512(7513):198-202.

7. Norddahl GL, Pronk CJ, Wahlestedt M, Sten G, Nygren JM, Ugale A, et al. Accumulating mitochondrial DNA mutations drive premature hematopoietic aging phenotypes distinct from physiological stem cell aging. Cell Stem Cell. 2011;8(5):499-510.

8. Bersenev A, Rozenova K, Balcerek J, Jiang J, Wu C, Tong W. Lnk deficiency partially mitigates hematopoietic stem cell aging. Aging Cell. 2012;11(6):949-59.

9. Chambers SM, Shaw CA, Gatza C, Fisk CJ, Donehower LA, Goodell MA. Aging hematopoietic stem cells decline in function and exhibit epigenetic dysregulation. PLoS Biol. 2007;5(8):e201.

10. Rossi DJ, Bryder D, Zahn JM, Ahlenius H, Sonu R, Wagers AJ, et al. Cell intrinsic alterations underlie hematopoietic stem cell aging. Proc Natl Acad Sci U S A. 2005;102(26):9194-9.

11. Avila AI, Illing A, Becker F, Maerz LD, Morita Y, Philipp M, et al. Xpg limits the expansion of haematopoietic stem and progenitor cells after ionising radiation. Nucleic Acids Res. 2016;44(13):6252-61.

12. Curtiss JH. On the Distribution of the Quotient of Two Chance Variables. The Annals of Mathematical Statistics. 1941;12(4):409-21.

How the deposited data were processed for this re-analysis (not part of the article)

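RNA of common myeloid progenitors (CMPs) sorted from young and old C57BL/6J mice was measured on 8 Agilent arrays, 4 of young and 4 of old mice. The grouping comes from the sample labels. The paper gives 3 mice per age without naming the arrays, so none was left out, and each choice of 3 and 3 arrays was run as an alternative.

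The authors labelled 100 ng of total RNA per sample, hybridized it with 1 dye to arrays of 62976 spots and read the scans with Feature Extraction 10.7.3.1. The deposited file of each array gives the intensity of each spot on a linear scale, corrected for background by that software, with the software's marks for spots that are well above background, saturated or outliers. The probe coordinates in these files are those of the mouse build mm9, and gene names are the names of the array design. The authors also deposited a series table of log2 values, which their methods describe as background-corrected, averaged over duplicated probes, shifted to the 75th percentile and centred on a baseline. Every sample column of this table belongs to 1 of the 8 arrays. It was compared with the intensities and used as an alternative only.

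From the intensities, log2(signal) minus the array's 75th percentile over the 59305 non-control spots was computed. Spots marked as non-uniform or as population outliers were left out, between 141 and 230 spots per array, and the remaining spots of a probe were averaged, which gave 55681 probes. Saturated spots would have been kept, and none occurred. A probe was tested if it was well above background on at least 4 of the 8 arrays, whatever the age, which left 33476 probes and 23155 of 34797 gene names. The tests were run in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) and data.table 1.17.8. A gene was called if a probe had an adjusted p under 0.05 by the Benjamini-Hochberg method and a fold change of at least 1.5. Genes were counted by distinct gene name and ranked by the called probe with the largest fold change. Evc, Evc2 and the members of gene lists were represented by the probe with the highest mean over the 8 arrays. Where no array of an age was well above background, the fold change is given as a lower bound. The bound sets each array of that age to the higher of its own value and the lowest signal well above background on that array, and the arrays of the other age keep their own values. The single comparison of 4 against 4 arrays was tested by an exact permutation test, whose smallest two-sided p is 0.0286. Array data have no sequencing depth, and the number of arrays and the signal over background limit the precision.

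The Hh list held 72 genes, 49 pathway components and 27 target genes with some in both, all of them on the array. Its mean absolute correlation with age was compared with 100000 random gene lists and with the 35 splits of the 8 arrays into 4 and 4. Gene lists were also tested for direction with camera and fry from limma, each gene by its brightest probe. Besides the Hh list and its 2 parts, these were lists of nucleotide excision repair, p53 targets and translesion synthesis, and lists of markers of HSCs, megakaryocytes, granulocytes and monocytes, erythroid cells, lymphoid cells, neutrophils and endothelial cells. A list of sex-linked genes was read for its signal over background.

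The genes named in the text were chosen by a rule, which was every gene that the text or Supplemental Fig. 5a names for this experiment, the Hh and checkpoint genes measured elsewhere in the paper with its qPCR reference genes, the 10 genes with the largest rise and the 10 with the largest fall among called genes whose arrays do not overlap, and called members of the lists. A result under this rule is not reported here. The samples, the alternatives, the tests, the gene lists and this rule were fixed before the data were examined. Rorb was named outside the naming rule. The rule for lower bounds and the choice of probe for comparison with the folds shown in Supplemental Fig. 5a were set afterwards. For that comparison, the probe with the largest change in the paper's direction among those well above background on any array was taken.

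The limma step was tested on simulated data for the comparison of 4 old with 4 young arrays, with 200 of 33432 probes changed. It recovered 125 of them, or 62.5%, with 6 false calls. It recovered 18.2% of the probes changed 2-fold, 71.6% of those changed 4-fold and 97.0% of those changed 8-fold.

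The alternatives were normexp background correction with an offset of 50, quantile normalization, a shift to the median, the series table, no filter or 2 other filters on dim probes, leaving out saturated spots, averaging the tested probes of a gene, the methods' t-test (which the paper names for 2 unpaired groups, not for the arrays) with and without adjustment, limma without adjustment, an intensity trend with robust variances, array weights, the replicate number or the slide as a block, leaving out each array, the choices of 3 and 3 arrays and, for the Hh list, its parts, its genes without Evc and Evc2 and a filter on dim probes. Combining the methods' t-test with the series table and with no filter was added after the data were examined. The experiments of the paper on other cells and samples were not analysed here, and neither was the paper's own Hh list.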

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

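The splits of the arrays by probes changed at least 8-fold and the test on sex-linked genes were chosen only after the results were seen.

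A coherent change outside the genes that the paper discusses for these arrays was in megakaryocyte markers. The 14 genes of the list, fixed before the data were examined, were all higher in old CMPs, with a median log2 fold change of 1.06 (camera p = 1.71e-22, fry p = 0.000362, camera with estimated correlation p = 0.00237). The median of the list was between -0.97 and -0.29 on the young arrays and between 0.40 and 0.65 on the old arrays, without overlap (exact permutation p = 0.0286). Over 21 settings of the analysis the median stayed between 0.93 and 1.20, and the highest p of fry was 0.0266. The member with the brightest probe, Pf4, rose from a log2 signal of 6.25 to 7.61. Of the 14 genes, 13 were well above background on all young arrays, and none is in another list. Gp9 was the only member called over all genes, and it was called in none of the fits that leave out 1 array, while 13 members were called when adjusted over the list alone. The slide does not account for the age differences, since 80% of the 50 probes with the largest rise on slide 1 also rose at least 1.5-fold on slide 2, against 5.79% of all probes. A larger share of megakaryocytic cells among the sorted old cells and a change of expression within CMPs of old mice both remain open. The raised median of 1.06 is the pattern itself and tests neither, and bulk RNA of sorted cells does not separate them.

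H28, A230065H16Rik, F2 and Dlg5 were well above background on all 4 old arrays and on no young array, and the paper does not discuss them. They were at least 1.80-fold, 4.29-fold, 3.03-fold and 2.35-fold higher in old CMPs, with adjusted p-values from limma of 0.00512, 0.000888, 0.0021 and 0.0457. Plxna2 went the other way at 1 of its 2 probes, which was well above background on all young arrays and no old array and at least 2.39-fold lower (adjusted p = 0.0457 from limma). The other probe of that name, which the files place on chromosome 13, had a log2 fold change of -0.36 (adjusted p = 0.998 from limma). In the 8 fits that leave out 1 array, H28, A230065H16Rik and F2 were called each time, whereas Dlg5 and Plxna2 were called in 1 fit each. Of the 35 splits of the 8 arrays into 4 and 4, 3 gave at least as many called genes as the real split, itself included. The other 2 called 92 and 64 genes, none of which was called between the ages, and neither follows the slides. Both set young replicates 3 and 4 against young replicates 5 and 6, and old replicates 2 and 3 against old replicates 4 and 5. Every remaining split called 0 genes. Neither grouping, each balanced over age, was fitted as a block. These 2 splits may thus not be chance draws, so the count of splits cannot decide whether chance gives as many calls. Only 1 of the 35 splits, the real one, had 6 called probes changed at least 8-fold. A side without any array well above background was taken there at its lower bound. Chance is thus argued against for these 6 probes as a set, but 1 in 35 is the smallest share that the splits allow. The 8-fold cutoff was also chosen after the results were seen. Evc is not among the 6, since its lower bound is 7.00-fold. A difference in sex between the ages is argued against, since 0 of the 5 probes of 4 Y-linked genes were well above background on any array while both tested probes of Xist were on all 8, at both ages. Differences in the makeup of the sorted cells remain open, as the HSC list (median 0.44) and the megakaryocyte list (median 1.06) were higher in old CMPs, and so does an effect of age on the CMPs themselves.

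A single array stood far from the other 3 of its age in 3 of 108 groups of values checked, where chance gives 5.4, so the 3 are no more than chance. Chek1 was higher in old replicate 4, with a log2 signal of -2.33 against -3.01 to -2.90 on the other old arrays. Mycn was lower in young replicate 5, with 1.63 against 2.06 to 2.12 on the other young arrays. The median of the Hh list was lower in young replicate 3, with -0.16 against -0.001 to 0.01. Leaving out young replicate 3 raised the mean absolute correlation of the Hh list from 0.332 to 0.368. No technical or biological cause was tested for these arrays.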

How the results depend on the processing

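The combinations of the methods' t-test with the series table and with no filter on dim probes were added after the results were seen, and the other alternatives were planned.

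Evc and Evc2 were higher in old CMPs under every alternative that tested them. Both were called in each of these except under the methods' t-test with adjustment, which left fold changes of 4.86 and 3.94 with adjusted p-values of 0.0675 and 0.0906 and called 0 genes. Its lowest adjusted p was 0.0526, and at the unadjusted level it called 591 genes, whereas limma with adjustment called 48. The filter for probes above background on all 8 arrays left no tested probe of either gene. The fold change of Evc was between 4.66 and 5.04 and that of Evc2 between 3.75 and 4.13 with an array left out. The rank of Evc was 13 with normexp, 12 in the series table and 12 with the methods' t-test on that table, and 1 to 2 with an array left out, being 1 without young replicate 5. The series table averages Evc over 3 probes of which 1 is detected, and the cause of the rank under normexp was not tested. The rank of Evc2 stayed between 4 and 8.

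The number of called genes depended on the test, the filter and the arrays. Against 48 genes higher and 10 lower, normexp gave 75 and 21, no filter 24 and 2, array weights 190 and 88, limma without adjustment 779 and 631, the methods' t-test without adjustment 591 and 359, the same test applied to the series table gave 560 and 283, and with no filter on dim probes 726 and 614. The choices of 3 and 3 arrays gave a median of 15 and 2. The methods' t-test with adjustment gave 0 and 0. The trend with robust variances gave 77 genes higher. The number of lower genes was also 3 with quantile normalization, 5 with the median shift, 6 in the series table, 6 with the filter on all 8 arrays, 17 with the filter on every array of 1 age and 4 with the slide block. With an array left out, 22 to 37 genes were higher and 2 to 6 lower. The higher genes were 22 without old replicate 3 or 5, 24 without young replicate 4 or old replicate 2, 27 without young replicate 5 or old replicate 4, 36 without young replicate 3 and 37 without young replicate 6. In all 8 of these fits 21 of the 48 higher genes and 1 of the 10 lower genes were called, and 10 and 3 were called in none. Fewer arrays and a block leave fewer degrees of freedom, and no filter adds tests, while the cause of the other differences was not tested. The calls with the other scalings included 36 of the 48 higher genes under normexp, 45 under quantile normalization and 48 under the median shift, but 1, 3 and 5 of the 10 lower genes. The share of calls that were higher was 82.8%, and it was 94.6% under quantile normalization, 78.1% under normexp and 92.1% under the median shift. Leaving out saturated spots changed nothing because there were none, and the scan was not run as a block because it equals the slide.

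The replicate numbers do not pair the samples. The deviations from the group means correlated by -0.093, -0.141 and 0.148 across probes for numbers 3, 4 and 5. With the replicate block 10 genes were higher and 1 lower, and Evc and Evc2 had adjusted p-values of 0.00374 and 0.0182 from limma.

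The median of the Hh list was above 0 under each alternative, except among the 16 choices of 3 and 3 arrays, where it ranged from -0.02 to 0.14. It no longer passed camera at 5% without Evc and Evc2 (median 0.0610), with target genes only (median 0.0608), with normexp (median 0.0479), with the filter on all 8 arrays (median 0.0542) or in 6 of the 16 choices. The test fry, which allows for correlation between genes, passed over 21 settings except with the median shift (p = 0.0793), the replicate block (p = 0.151) and the filter on all 8 arrays (p = 0.439). The median ranged from 0.002 to 0.11 with an array left out, where camera passed each time, and it was 0.002 without young replicate 3. The mean absolute correlation of the Hh list ranged from 0.326 to 0.388 with an array left out and passed only without young replicate 3 (0.368), and in 2 of the 16 choices of 3 and 3 arrays.

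The shift to the median moved the median change of all tested probes by 0.12, and relative to the median of all tested probes the Hh list had 0.09 with either shift. The p53 list did not pass camera at first and did so with the median shift (0.212), the series table (0.125), no filter (0.0864), the trend with robust variances (0.0945) and array weights (0.0987), and with an array left out it ranged from 0.0595 to 0.256, passing without young replicate 3 (0.256) and without old replicate 3 (0.0934). The nucleotide excision repair list passed with no filter (0.103) and ranged from 0.0314 to 0.144 with an array left out, passing without young replicate 4 and without old replicate 4. The translesion synthesis list changed sign with quantile normalization (-0.0470) and the replicate block (-0.0791), and ranged from -0.0556 to 0.0748 with an array left out, below 0 without young replicate 5, old replicate 2 or old replicate 5. Ptch1 changed sign with the mean of its probes (-0.0538) and ranged from -0.0553 to 0.244 with an array left out, below 0 without young replicate 3, young replicate 6 or old replicate 4. Mycn passed without adjustment, at 0.89 by limma and by the methods' t-test with or without the filter and at 0.92 by the methods' t-test on the series table. The cause was not tested for these lists and genes. Signal over background limits the genes near the floor, and for 9 of the 48 higher genes no young array was well above background.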

Differences from the paper's values

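The methods' t-test on the series table and without a filter on dim probes were chosen after the values were seen.

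The paper reports 654 genes at least 1.5-fold upregulated in old CMPs without naming the test, and 48 were called here by limma with adjustment. Of the alternatives set before the data were examined, the methods' t-test without adjustment (591 genes) and limma without adjustment (779 genes) fall within 1.5 times the paper's number. Counted by probe instead of gene name, these tests gave 646 and 863 higher. The methods' t-test without adjustment on the series table (560 genes) and without a filter on dim probes (726 genes) also do, and these combinations were chosen after seeing the values. The other alternatives set before the data were examined that use all 8 arrays or leave out 1 gave between 0 and 190 genes and do not. Over the 16 choices of 3 young and 3 old arrays, the methods' t-test without adjustment gave between 363 and 529 genes with a median of 446, and the median also falls within 1.5 times the paper's number, whereas limma with adjustment gave a median of 15.

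The paper's resampling places its Hh list above the 95% quantile of random lists in Supplemental Fig. 7a. Here the list of 72 genes had a statistic of 0.332, below its quantile of 0.339. The figure shows a statistic of about 0.33 in Supplemental Fig. 7a, read by eye, and a quantile of about 0.32 in Supplemental Fig. 7a, read by eye. Over the 16 choices of 3 and 3 arrays the statistic of the list used here was between 0.352 and 0.437. Without young replicate 3 the list passed the 5% level (0.368, permutation p = 0.0303). The statistic ignores direction, and in that fit 29 of the 58 tested genes of the list were higher and 29 lower in old CMPs.

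Of the 12 transcripts that Supplemental Fig. 5a names as higher in old CMPs, 11 were called higher here, and of the 7 it names as lower, 2 were called lower. The exception among the higher ones, 4930578E11Rik, was not tested because it was well above background on 3 arrays, and it was at least 2.72-fold higher. Over 13 settings of the analysis, this bound ranged from 1.77-fold to 4.39-fold, the highest without old replicate 5. Zmynd15, which the panel shows as lower, had a log2 fold change of 0.63 at its tested probe (adjusted p = 0.76 from limma) and was at least 1.38-fold lower at its other probe, which was too dim to be tested and whose bound was 0.999-fold, no fall, without young replicate 3. It was called higher by limma without adjustment and lower by the methods' t-test without adjustment and without a filter. AK054031 and a lincRNA on chromosome 11 were above background on 2 young arrays and no old array at the probe with the largest fall, and were at least 1.75-fold and 1.96-fold lower, and the ages overlapped at both (exact permutation p = 0.0571 each). A lincRNA on the reverse strand of chromosome 5 had a lower bound of 1.20-fold for a fall at such a probe, where the ages overlapped (exact permutation p = 0.0857) and no fall was left without young replicate 4 (0.699-fold) or 5 (0.971-fold), and had a log2 fold change of 0.20 at its tested probe. Over 13 settings of the analysis, the bound of AK054031 ranged from 1.12-fold, without young replicate 5, to 2.31-fold. That of the lincRNA on chromosome 11 ranged from 1.29-fold to 3.58-fold, the highest without young replicate 6. A lincRNA on the reverse strand of chromosome 2 fell by 3.22 on the log2 scale (adjusted p = 0.187 from limma). It was called lower with array weights, by limma without adjustment and by the methods' t-test without adjustment on the intensities, on the series table and without the filter. The methods' t-test without adjustment and without a filter, chosen after seeing the values, also called 4930578E11Rik higher and AK054031 and the lincRNA on chromosome 11 lower, and the lincRNA on chromosome 5 was called in none of the 27 settings.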

Other observations

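The tests on the position of called genes and on the bases shared by their probes were chosen only after the result was seen.

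Among the 46 genes called higher that have a position, 12 lay between 10 and 500 kb from another, each placed at its called probe with the largest fold, against a mean of 1.70 in 1000 random draws of tested genes, none of which had as many. The neighbours were Evc and Evc2 on chromosome 5, Tm4sf1 and Wwtr1 on chromosome 3, Hoxb5 and Hoxb2 on chromosome 11, A230065H16Rik and 1200009I06Rik on chromosome 12, and 4 transcripts on chromosome 1, 2 between 85109086 and 85119988 and 2 between 87351659 and 87507422 (mm9), 1 of which is C130026I21Rik. On chromosome 1, cross-hybridization remains open, since called probes of the 2 lincRNAs there shared 37 bases in a row with each other and up to 57 with a called probe of another transcript. Without the genes whose called probes share 15 or more bases, 8 of 44 genes lay near another, and 6 of 1000 random draws had as many. On the other chromosomes, shared probe sequence is argued against, since the called probes of the neighbours shared at most 10 bases in a row with a called probe of any other gene, but a match to the rest of a neighbour's transcript was not tested. As a hypothesis, groups of neighbouring genes may rise together with age, for instance through a shared regulatory region of the kind that the paper describes for Evc and Evc2. No regulatory region was tested here, and a larger share of cells that express both neighbours remains open as well.

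Evc and Evc2 were each detected by 1 of their probes. A weaker signal of probes farther from the 3' end is a candidate explanation, since over 2304 other transcripts with 2 probes at least 1000 bases apart, the probe nearer the 3' end was the brighter in 65.0% (exact binomial 95% interval 63.0% to 67.0%). For Evc2, and for the Evc probes of the RefSeq transcript NM_021292, the detected probe is the one nearer the 3' end. The third Evc probe, which the files assign to the transcript AK039759, lies further downstream and was not detected, and this test does not address it.

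The makeup of the sorted cells was read from lists of markers. Of 13 tested genes of the HSC list, 9 were higher and 4 lower in old CMPs, with a median log2 fold change of 0.44 (camera p = 5.67e-06, fry p = 0.00279, camera with estimated correlation p = 0.0242) that stayed between 0.37 and 0.64 over 21 settings. Hoxb5, which rose 3.60-fold (adjusted p = 0.00708 from limma), was the only member called, whereas Ly6a, which encodes the Sca-1 antigen of the sort, fell by 0.73 and Procr fell by 0.30 on the log2 scale. The granulocyte-monocyte list had a median of -0.51, with 11 of 11 tested genes lower (camera p = 5.39e-08, fry p = 0.0201, camera with estimated correlation p = 0.0542), and under the shift to the median 1 of the 11 was higher. Its medians on the single arrays overlapped between the ages (exact permutation p = 0.0571). The endothelial list had a median of 0.30 over 8 tested genes (camera p = 0.00151, fry p = 0.015, camera with estimated correlation p = 0.0511), which ranged from 0.07 with array weights (fry p = 0.0795) to 0.42 over the 21 settings and was 0.20 without young replicate 3 (fry p = 0.0537), and none of its 10 genes was well above background on all old and no young arrays. The erythroid, lymphoid and neutrophil lists had medians of -0.01, -0.18 and -0.13 with camera p-values of 0.317, 0.224 and 0.256, and over the 21 settings these medians ranged from -0.13 to 0.27, from -0.29 to -0.02 and from -0.42 to 0.04. Of the genes on the array, 10 of 15 in the HSC list, 11 of 11 in the granulocyte-monocyte list and 7 of 10 in the endothelial list were well above background on all young arrays, and none is in another list. Among the brightest probes of each list, that of Mpo in the granulocyte-monocyte list fell from a log2 signal of 9.18 to 8.58, that of Pdzk1ip1 in the HSC list rose from 4.01 to 5.04, and that of Egfl7 in the endothelial list had 5.19 in young and 5.15 in old mice. These values are consistent with a shift of the old CMPs towards HSC-like and megakaryocytic expression, and a larger share of HSCs (list median 0.44) or of megakaryocytic cells (list median 1.06) could give the same values. An admixture of endothelial cells cannot be told apart from this, because the list's genes at 0.30 are few and none appears at 1 age alone.

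Nnt is disrupted in C57BL/6J mice and intact in some related substrains. Its brightest probe had a log2 fold change of -0.50 (adjusted p = 0.722 from limma), so different substrains at the 2 ages cannot be told apart from none, since a change under 1.5-fold that is not called neither needs nor excludes them.

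The paper measured Ptch1, Mycn and Bcl2 by qPCR in CMPs and proposes from it that Hh activity is raised in aged CMPs. Its p-values there, from Welch's test, are under 0.05 for Ptch1 and Bcl2 but not for Mycn. On the arrays, Mycn had a log2 fold change of 0.89, with every old array above every young array (exact permutation p = 0.0286), but did not pass adjustment (adjusted p = 0.151 from limma). Ptch1 had log2 fold changes of 0.07 and -0.17 at its 2 probes and Bcl2 -0.25, with an adjusted p of 0.998 from limma at each probe. Unlike the paper's qPCR, the arrays thus showed no clear rise of Ptch1 or Bcl2. Smo had 0.11 and 0.13 at its probes. Gli1 was well above background on 1 old array and no young array. Cdkn1a had 0.23 at its brightest probe, Trp53 0.30 and Chek1 -0.27. Polr2a, to which the paper normalized qPCR values of CMPs, had -0.06, which became 0.06 with the shift to the median, the only sign among the brightest probes of these genes to change with the scaling. None of these genes was called.

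The lists of nucleotide excision repair, p53 targets and translesion synthesis, which bear on the DNA damage response studied in the paper, had medians of 0.10 (camera p = 0.0758, 24 of 31 tested genes higher), 0.09 (camera p = 0.0508, 14 of 19 higher) and 0.02 (camera p = 0.417, 5 of 9 higher). The mean of the translesion synthesis list was -0.10 and camera gave its direction as down, so its median differs in sign from both, and it fell below 0 with quantile normalization (-0.05). No member of these 3 lists was called, over all genes or when adjusted over the list alone.

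With fewer arrays the mean absolute correlation of unrelated values with age becomes larger, 0.374 for 6 arrays and 0.311 for 8. The random lists behave the same way, with a mean between 0.324 and 0.415 over the 16 choices of 3 and 3 arrays.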
